# Developmental pyrethroid exposure and age influence phenotypes in a *Chd8* haploinsufficient autism mouse model

**DOI:** 10.1038/s41598-022-09533-x

**Published:** 2022-04-01

**Authors:** Jessica A. Jiménez, Jeremy M. Simon, Wenxin Hu, Sheryl S. Moy, Kathryn M. Harper, Chih-Wei Liu, Kun Lu, Mark J. Zylka

**Keywords:** Disease model, Autism spectrum disorders

## Abstract

Hundreds of genes have been associated with autism spectrum disorder (ASD), including loss-of-function mutations in chromodomain helicase DNA binding protein 8 (*Chd8*). Environmental factors also are implicated in autism risk and have the potential to exacerbate phenotypes in genetically sensitized backgrounds. Here we investigate transcriptional and behavioral phenotypes in a *Chd8* haploinsufficient (*Chd8*^V986*/+^) mouse line exposed to the pesticide deltamethrin (DM) from conception to postnatal day 22. Vehicle-exposed *Chd8*^V986*/+^ mice displayed ASD-associated phenotypes, including anxiety-like behavior and altered sociability, replicating a previous study with this mouse line. A core set of genes was altered in *Chd8*^V986*/+^ mice at multiple ages, including *Usp11*, *Wars2*, *Crlf2*, and *Eglf6,* and proximity ligation data indicated direct binding of CHD8 to the 5’ region of these genes. Moreover, oligodendrocyte and neurodegenerative transcriptional phenotypes were apparent in 12 and 18 month old *Chd8*^V986*/+^ mice. Following DM exposure, the mutant mice displayed an exacerbated phenotype in the elevated plus maze, and genes associated with vascular endothelial cells were downregulated in the cerebral cortex of older *Chd8*^V986*/+^ animals. Our study reveals a gene x environment interaction with a *Chd8* haploinsufficient mouse line and points to the importance of investigating phenotypes in ASD animal models across the lifespan.

## Introduction

Autism spectrum disorder (ASD) is characterized by deficits in social communication, restricted interests, and repetitive behaviors^1^. ASD is a public health concern, affecting ~ 1.5% of the population in developed countries^2^. Our understanding of the genetics underlying ASD has greatly advanced in recent years, with the identification of common variants and hundreds of rare de novo gene mutations associated with the disorder^3–5^. Genetic factors contribute ~ 60%-90% to ASD risk based on heritability studies^6–8^, with the remaining risk unaccounted for, a portion of which may be attributed to environmental factors.

Environmental risk factors for ASD include prenatal maternal infection, valproic acid use during pregnancy, and exposure to air pollution during pregnancy^9^. Prenatal exposure to pesticides, including maternal proximity to pesticide applications, has also been reproducibly associated with increased autism risk^6,9–11^. Moreover, environmental factors are hypothesized to affect individuals with specific genetic backgrounds rendering them more susceptible to harmful environmental influences. Environmental risks for ASD have the potential to go largely undetected in large epidemiological studies that sample a large genetically heterogenous pool, with insignificant power to detect modest effects in a specific genetic subpopulation. Thus, greater efforts are needed to understand gene-environment (GxE) interactions that contribute to ASD risk. For example, the extent to which pesticide exposures influence phenotypes in ASD model mice has been largely unexplored.

The majority of ASD susceptibility genes converge on key molecular pathways, including transcription/chromatin remodeling and synaptic signaling/neurotransmission^4^. Chromodomain helicase DNA binding protein 8 (*CHD8*) is one of the most commonly mutated genes in people with ASD and may function to modulate the transcription of many genes^12,13^. We recently developed a haploinsufficient mouse model with an ASD-linked loss-of-function mutation in *Chd8* (*Chd8*^V986*/+^) that displays modest ASD-associated phenotypes, including anxiety-like behavior and macrocephaly^14^, in agreement with other *Chd8* mutant mouse models^15–20^. Moreover, we found that many of the behavioral phenotypes became more prominent with age^14^.

Mutations in genes associated with synaptic signaling/neurotransmission, including mutations in *SCN2A*, the gene encoding the sodium channel Nav1.2, have also been identified in patients with intellectual disability and ASD^21^. Sodium channel inhibition is a common mechanism by which insecticides function to lethally alter neuronal activity in pests^22^, which may explain the epidemiological correlation between pesticide exposure and ASD. Pyrethroids are one such class of insecticides that have been epidemiologically associated with ASD and attention deficit hyperactivity disorder (ADHD) risk^10,23^. The association between pyrethroid exposure and intellectual disabilities is of concern as 89% of the homes sampled in a nationwide study had detectable pyrethroid levels in their dust samples^24^.

Genetic and environmental perturbations during development are predicted to have the greatest potential to contribute to ASD risk^5^. In a recent mouse study, early prenatal and postnatal exposure to the pyrethroid, deltamethrin (DM), below the developmental no observed adverse effect level (NOAEL), was found to induce ADHD-like symptoms in young mice^25^, but ASD-related phenotypes were not examined. Considering the association between pyrethroid exposure and ASD, and the strong genetic component of the disorder, environmental risk factors may augment ASD genetic predisposition and increase disease risk. Here we investigate ASD-like transcriptional and behavioral phenotypes in a *Chd8* haploinsufficient mouse model when exposed to DM at prenatal and early postnatal ages.

## Methods

### Mice and perinatal exposure

All data presented in this study are from mice obtained by breeding *Chd8*^V986*/+^ male mice^14^ with C57BL/6J wild-type (WT) females. This breeding scheme was used because pup survival was reduced when raised by *Chd8*^V986*/+^ females^14^. Upon confirmation of a vaginal plug, embryonic day 0 (E0), females were fed the first dose of oil control or DM (3 mg/kg) (ChemService, N-11579) mixed into peanut butter (Skippy, Hormel Foods), and were then fed DM or oil in peanut butter every 3 days up until weaning at postnatal day (PND) 22, to replicate work by Richardson et al.^25^. To rigorously control for litter effects^26^, only one animal of each sex and genotype were used per litter. Mice were raised in a facility with a 12:12-light:dark cycle with ad libitum access to food (Teklad 2020X, Envigo, Huntingdon, UK) and water. Genomic DNA was isolated from tail clips by incubating samples at 95 °C in 50 μL of 25 mM NaOH/0.2 mM EDTA for 30 minutes (min), followed by the addition of 100 μL of 40 mM Tris HCl (pH 5.5). Genotyping was performed by polymerase chain reaction (PCR) amplification of genomic DNA with primers: (F) 5′ GCTAAGACAGAAATCTGATCTA TTACCAGTAGA and (R) 5′ GGTCTTGAGATCCC CAAAATCCTTAA followed by MboI restriction enzyme digestion (BioLabs, R0147L), to distinguish WT (227 bp product) and mutant (149 bp and 78 bp products) alleles. Animal protocols in this study were approved by the Institutional Animal Care and Use Committee at the University of North Carolina at Chapel Hill and were performed in accordance with these guidelines and regulations. All studies are reported in accordance with ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines.

### Behavior assessments

Subjects used in behavioral tests were male mice exposed to vehicle control or DM from shortly after conception (E0) to PND 22. Mice were evaluated at 6 months of age in the first round of behavioral tests and 12 months of age for the second round and included 10 vehicle-exposed *Chd8*^V986*/+^, 10 vehicle-exposed WT, 12 DM-exposed *Chd8*^V986*/+^, and 10 DM-exposed WT mice. Tests were conducted in this order (age in weeks): first round, elevated plus maze (26 weeks), open-field (27 weeks), and social approach in a three-chamber choice task (28 weeks); and second round, elevated plus maze (52 weeks), open-field (53 weeks), and social approach in a three-chamber choice task (54 weeks). An additional cohort of mice exposed to vehicle (6 *Chd8*^V986*/+^ and 7 WT) or DM (6 *Chd8*^V986*/+^ and 7 WT) was tested in the open-field at 6 weeks of age to evaluate anxiety-like phenotypes in younger animals. All behavioral testing methods have been previously described^14^.

### Elevated plus maze

Mice were given one 5 min trial on the plus maze, which had two walled arms (the closed arms, 20 cm in height) and two open arms. The maze was elevated 50 cm from the floor, and the arms were 30 cm long. Mice were placed on the center section (8 cm × 8 cm) and allowed to freely explore the maze. Measures were taken of time on and the number of entries into the open and closed arms.

### Open-field test

Exploratory activity in a novel environment was assessed by a 1–1.5 h trial in an open-field chamber (41 cm × 41 cm × 30 cm) crossed by a grid of photobeams (VersaMax system, AccuScan Instruments). At 6 months, mice were tested for 1 h and at 12 months mice were tested for 1.5 h to determine persistence of changes in activity and anxiety-like behavior. Counts were taken of the number of photobeams broken during the trial in 5 min intervals, with measures taken of locomotion (total distance traveled), rearing movements, and time spent in the center region of the open-field, an index of anxiety-like behavior. A separate cohort of 6 week old mice was tested by a 1.5 h trial in an open-field chamber (45 cm × 45 cm × 40 cm). The total distance moved by each mouse in the open arena was recorded by camera (Sony) connected to the EthoVision software (Noldus Wageningen).

### Three-chamber choice task

Mice were evaluated for social preference in a three-chamber choice task^27^. The social testing apparatus was a rectangular, three-chambered box fabricated from clear Plexiglas. Dividing walls had doorways allowing access into each chamber. An automated image tracking system (Noldus Ethovision) provided measures of time spent in 5 cm proximity to each cage and numbers of entries into each side of the social test box. The procedure consisted of three 10 min phases: a habituation period, a test for sociability, and a test for social novelty preference. During habituation, the mouse was allowed to explore the chamber for 10 min. For the sociability assay, mice were given a choice between being in the proximity of an unfamiliar conspecific (stranger 1) versus an empty cage. The C57BL/6J adult male (stranger 1) mouse was enclosed in a small Plexiglas cage drilled with holes. An identical empty Plexiglas cage was placed in the opposite side of the chamber. The test mouse was allowed to explore the entire social test box for a 10 min session. In the social novelty phase, mice were given a choice between the already-investigated stranger 1 versus a new unfamiliar C57BL/6J male mouse (stranger 2). The test mouse was given an additional 10 min to explore the social test box.

### Histology

Tissue used for histology was from a cohort of dams exposed to vehicle control (n = 8) or DM (n = 9) from E0 to E15. Embryonic brains from one animal/sex/genotype/litter were dissected in phosphate-buffered saline (PBS) and fixed overnight in 4% paraformaldehyde in 0.1 M phosphate buffer, pH 7.4 at 4 °C, followed by cryoprotection in 30% sucrose in 0.1 M phosphate buffer, pH 7.4 at 4 °C. Tissue used for histology to assess vasculature and oligodendrocytes was from 12 month old male mice exposed to vehicle control or DM from E0 to PND 22. Mice were perfused with 4% paraformaldehyde in 0.1 M phosphate buffer, pH 7.4. The brains were dissected and immersion fixed in the same fixative buffer, freshly prepared, for 24 h, followed by cryoprotection in 30% sucrose in 0.1 M phosphate buffer, pH 7.4 at 4 °C. Using a cryostat, embryonic brains were cut into 30 μm sections and adult brains were cut into 40 μm sections for glial cell staining and 80 μm sections for vasculature staining. Sections were rinsed with PBS before blocking in 10% normal donkey serum (NDS; EMD-Millipore, S30-100ML) with 0.1% Triton (Sigma, T8787) in PBS for 30 min. Sections were incubated with primary antibodies diluted in 5% NDS with 0.1% Tween (BP337, Fisher Scientific) in PBS overnight at 4 °C. The following day, sections were once again rinsed in 0.1% Tween/PBS and blocked with 10% NDS/0.1%Tween/PBS before application of a secondary antibody cocktail diluted in 5%NDS/0.1% Tween/PBS. After incubation with secondary antibodies for 2 h, sections were rinsed in PBS and incubated with DAPI (ThermoFisher, 62248) diluted in PBS (1:1500) for 5 min. Sections were rinsed again and floated onto SuperFrost Plus slides (Fisher Scientific, 12-550-15), briefly dried, and coverslipped with Fluoro Gel mounting medium (Electron Microscopy Sciences, 17985-10). The following primary antibodies were used at a concentration of 1:400: rat anti-EOMES (TBR2) (Invitrogen 14-4875-82), rabbit anti-TBR1 (Abcam, ab31940), and rabbit anti-Ki-67 (D3B5) (Cell Signaling, 9129). Rabbit anti-OLIG-2 (Millipore Sigma, AB9610) was used at 1:2000. Secondary antibodies (donkey anti-rabbit Alexa Fluor 568, A-10042, donkey anti-rat Alexa Fluor 488, A-21208, and donkey anti-rabbit Alexa Fluor 647, A-31573) were purchased from Invitrogen and used at 1:1000. Images were acquired with a Zeiss LSM 710 confocal microscope using a 40× objective. Cell counts were quantified using Fiji (imageJ).

To label cells in S phase of the cell cycle, 5-ethynyl-2’-deoxyuridine (EdU) dissolved in saline was administered to pregnant dams at E15 by intraperitoneal (i.p.) injection at 50 mg/kg, 30 min before sacrificing. Following immunohistochemistry, brain sections were re-blocked in 10% NDS/0.1% Tween/1% 0.1 M glycine/PBS for 1 h. Sections were then treated with an EdU reaction solution (1.6 mM Alexa 488-azide, 4 mM CuSO4, 100 mM sodium ascorbate, 10 mM Tris pH 8.5 in PBS) for 1 h at room temperature before being washed with PBS and mounted. Images were acquired with a Zeiss LSM 710 confocal microscope using a 40X objective and cells were quantified using Fiji.

For vasculature staining, after blocking in 10% NDS/0.1% Triton/PBS for 30 min, Isolectin GS-IB_4_ (Alexa Fluor 488 Conjugate, Invitrogen I21411), diluted in 5% NDS/0.1% Tween/PBS at a concentration of 1:100, was added and incubated overnight at 4 °C. The following day, sections were rinsed in PBS and incubated with DAPI (ThermoFisher, 62248) diluted in PBS (1:1500) for 5 min. Sections were rinsed again and floated onto SuperFrost Plus slides (Fisher Scientific, 12-550-15), briefly dried, and coverslipped with Fluoro Gel mounting medium (Electron Microscopy Sciences, 17985-10). Z stack images were acquired with a Zeiss LSM 710 confocal microscope using a 20× objective. Z stack images were flattened to a maximum intensity projection and quantified in Fiji using the Vessel Analysis Plugin.

### Sample preparation and liquid chromatography/mass spectrometry analysis

Brain, placenta, and serum samples were extracted as describe previously^28^. In brief, 10 μL of 10 ng/mL DM-(phenoxy-D5) (Sigma) was added to the samples and incubated at room temperature for 30 min. The samples were extracted with 3 mL of acetone:hexane (2:8), followed by vortexing for 10 min. After centrifugation at 4000 rpm for 5 min, the organic extracts were collected. This step was repeated twice. The organic extracts were then combined, evaporated to dryness, and then reconstituted in 1 mL hexane. The extraction was loaded to Sep-pak silica solid phase extraction column (Waters; SKU: 186004615). The column was pre-washed with 5 mL hexane, and eluted with 5 mL hexane:ethyl acetate (90:10). The elution was collected, evaporated to dryness, and then dissolved in 50 μL of methanol.

Analysis of DM was performed using a Vanquish UHPLC system coupled with Q Exactive Hybrid Quadrupole-Orbitrap mass spectrometer (Thermo Fisher Scientific). LC separation of target analytes was achieved by a ACQUITY UPLC HSS T3 column (2.1 mm × 100 mm, 1.8 μm particle, Waters) using an isocratic elution with 200 μL/min of 99% buffer B (buffer A: 90/10 water/methanol with 5 mM ammonium acetate; buffer B: 10/90 water/methanol with 5 mM ammonium acetate). The total LC–MS/MS time was 7 min, column temperature was set to 40 °C, and sample injection volume was 10 μL. DM and its internal standard were detected by parallel reaction monitoring for the following target precursors: DM (C_22_H_19_NO_3_Br_2_): [M + NH_4_]^+^, *m*/*z* 521.0070; internal standard DM-D5 (C_22_H_14_D_5_NO_3_Br_2_): [M + NH_4_]^+^, *m*/*z* 526.0384. The higher-energy collisional dissociation (HCD) normalized collision energy was set as 15 with isolation window of 2.0 *m/z* and AGC target of 1e6 with maximum injection time of 250 ms. The Orbitrap resolution for full scan and MS2 scan was set to 70,000 and 35,000, respectively. The HESI source parameters used were the default settings optimized for 200 μL/min flow rate. The limit of quantification for DM was 0.5 ng/mL.

### Reverse transcription-quantitative PCR (RT-qPCR)

To quantify mRNA levels, total RNA was extracted from one cortical hemisphere of PND 5 WT and *Chd8*^V986*/+^ mice exposed to vehicle control or DM from E0 to PND 5, and from unexposed WT and *Chd8*^V986*/+^ 6 week old mice. Tissue was lysed in 1 mL of TRIzol (ThermoFisher, 15596026) using a tissue homogenizer, and RNA was extracted by following the Invitrogen TRIzol Reagent RNA extraction protocol. cDNA was synthesized with the Invitrogen SuperScript IV VILO Master Mix cDNA synthesis protocol (ThermoFisher, 11756050). PowerUp SYBR Green Master Mix (ThermoFisher, A25742) and the QuantStudio 5 Real-Time System (ThermoFisher) were used for the RT-qPCR. The following primers were used. *Wars2*_F: GCCCAGCACTTGGGATGT^29^; *Wars2*_R: GCAGCCAGCTCACCAATG^29^; *Crlf_F*: AGAGACTGGGAAAGGGAGAA; *Crlf_R*: CTGTCATTTGGTTGCACATTGA; *Egfl6_F*: GGCAGGGCACAAGAAGAATA; *Egfl6_R*: GCCGGTAATCAAAGAGCAAAC; *Usp11_F*: CCACGCATACAAGTGTTGCACC; *Usp11_R*: CTCAATCCGACCAGTCACCTCA; *Xrcc4*_F: GACTCGCAAACCACGGTATTA; *Xrcc4*_R: TACCTCTCAGTACTCCACTTCC; *Smug1*_F: TCCTCTCCACACTTCCTCTT; *Smug1*_R: CTGCCTCTGAGTTATGGGATTAC; *Fancc*_F: CTGTGGCTCTTGGTGTTCTAT; *Fancc*_R: GCATCAGGAGACGGTTGATTA; *Rpa2*_F: CAGCTTGGTGGAGTCTGCTT; *Rpa2*_R: TAGTCACAATCTGCGGTGGC; *Apc*_F: GTGGACTGTGAGATGTATGGGC; *Apc*_R: CACAAGTGCTCTCATGCAGCCT; *Olig2*_F: ATGCACGACCTCAACATCGCCA; *Olig2*_R: ACCAGTCGCTTCATCTCCTCCA; *Pdgfrα*_F: GGCCAGAGACATCATGCACGATTC; *Pdgfrα*_R: TCAGCGTGGTGTAGAGGTTGTCGAA; *Kdr*_F: CGAGACCATTGAAGTGACTTGCC; *Kdr*_R: TTCCTCACCCTGCGGATAGTCA; *Ptprb*_F: ATCCTCGTCCTGACCATCAGTG; *Ptprb*_R: GCTCCAGGTTACCATCAGCCTA; *Cnp*_F: CTCTACTTTGGCTGGTTCCTGAC; *Cnp*_R: GCTTCTCCTTGGGTTCATCTCC; *Mag*_F: CAGTTGCCAAGAGCCTGTACCT; *Mag*_R: TTCACTGTGGGCTTCCAAGGTG; *Mbp*_F: CCCAAGGCACAGAGACACGGG; and *Mbp*_R: TACCTTGCCAGAGCCCCGCTT. *Gapdh* was used for normalization: *Gapdh*_F: ATGACCACAGTCCATGCCAT and *Gapdh*_R: GCTTCACCACCTTCTTGATG.

### RNA extraction for sequencing

WT and *Chd8*^V986*/+^ mice exposed to vehicle control or DM from E0 to PND 5 were sacrificed at PND 5 and mice exposed to vehicle control or DM from E0 to PND 22 were sacrificed at 12 months of age by decapitation. A separate cohort of unexposed WT and *Chd8*^V986*/+^ mice were sacrificed at 18 months of age by decapitation. The brains were removed, and the cerebral cortex (one hemisphere) was dissected and stored at − 80 °C until RNA extraction. Samples were processed in 4 batches, including meticulous planning to ensure that equal numbers of each genotype and time point were centrifuged together, to minimize batch effects associated with any part of processing, handling, RNA isolation, or RNA-sequencing library preparation. To lyse the samples, 350 μl of Qiagen RLT Plus buffer (with 20 μL DTT per mL buffer) per 20 mg tissue was added. A hand-held motorized homogenizer was used to immediately homogenize the samples. The lysate (350 μL) was processed through a RNeasy Plus Mini Kit for RNA extraction following the manufacturer protocol (Qiagen, 74136). RNA concentration was measured using Qubit RNA Broad-Range Assay and stored at − 80 °C (Thermo Fisher Scientific, Q10211).

### RNA sequencing and pathway analysis

PolyA RNA-stranded libraries were prepared (TruSeq mRNA stranded, Illumina) and sequencing was performed at the New York Genome Center (NYGC). Sequencing was conducted on an Illumina NovaSeq with stranded paired-end 100 bp reads. Reads were filtered for a quality score of 20 or more in at least 90% of all bases using fastq_quality_filter in the FASTX toolkit 0.0.14 (http://hannonlab.cshl.edu/fastx_toolkit/index.html). Sequencing adapters were trimmed using cutadapt 1.12^30^, and reads were then aligned to the mm10 reference genome using STAR 2.5.2b^31^. All samples sequenced had a median depth (filtered reads that aligned to the genome) of 28 × 10^6^ read pairs. Transcripts were quantified using Salmon 0.11.3^32^, and differential expression was detected using DESeq2 1.26^33^, using a model that corrected for batch and/or sex/litter effects and a threshold of adjusted p-value < 0.05.

To determine which pathways were associated with differentially expressed genes (DEGs), we used gprofiler 0.1.6^34^. A unique pathway database was created consisting of MSigDB C2, C5, and HALLMARK classifications, as well as neurodevelopmental and neuropsychiatric disease gene sets that we curated from the literature^35^, and markers of cortical cell types from single-cell RNA-sequencing data^36^. Pathways were considered significant at adjusted p-value < 0.05. The variance-stabilizing transformation (VST)-normalized expression values, corrected for batch using limma 3.42.2^37^, for each genotype underlying these fold-changes, were then aggregated across all significant genes in each pathway by taking the average on a replicate by replicate basis. All fold-changes reported by DESeq2 were shrunken using the ‘ashr’ method 2.2–47^38^.

### Statistical analysis

For all experiments using PND 5 and 6 week old mice, and for histological analysis of embryonic brains, only one animal/sex/genotype was randomly selected from each litter. For all experiments using 6, 12, and 18 month old mice, only one male of each genotype was randomly selected from each litter. This approach was done to avoid litter bias effects^26^. To appropriately account for the litter effect in embryonic body and organ weights, these data were analyzed using a nonlinear mixed model approach by applying the R-package “nlme” to the data, with litter variable as a random effect. For each experiment, measures were taken by an observer blind to mouse genotype and prenatal exposure. Data were analyzed using two-way or repeated measures Analysis of Variance (ANOVA), with the factors genotype and exposure. Separate analyses were then carried out for the oil vehicle and DM groups, to determine genotype effects within each exposure condition. Fisher's protected least-significant difference (PLSD) tests were used for comparing group means only when a significant F value was determined. Within-group ANOVAs were used to determine side preference in a 3-chamber test. For all comparisons, significance was set at p < 0.05. Data presented in figures are means (± SEM).

## Results

### DM enters the developing fetus and is detected in the fetal brain following prenatal exposure

To assess the effect of developmental DM exposure on autism-related phenotypes in WT and *Chd8*^V986*/+^ mutant animals later in life, WT females were bred with *Chd8*^V986*/+^ males. Upon confirmation of a vaginal plug (E0), females were fed the first dose of oil (vehicle control) or DM (3 mg/kg) mixed into peanut butter as a low stress means of chemical administration that more accurately represents exposure to pesticides via food in the human population^25^. This dose was selected by Richardson et al. to represent an exposure below the NOAEL^39^. The dam was fed DM or oil every 3 days up until embryonic day 15 (E15) (Fig. 1). At E15, DM was detected in the dams serum and brains via mass spectrometry (Fig. S1a). The dams body and brain weights were not altered (Fig. S1b,c). DM was also detected in the brain and placenta of E15 mice, confirming that DM enters the developing embryo (Fig. S1a). No DM was detected in any of the oil control samples. To assess the effects of DM on cell proliferation and maturation, confocal analysis was performed on E15 coronal brain sections spanning the ventricular/subventricular zones out to the cortical plate of the cerebral cortex. Although studies suggest that DM exposure may affect cellular proliferation^40,41^, no differences in neuronal proliferation, neuronal maturation, or brain weights were detected in E15 mice exposed to DM compared to vehicle-exposed animals (Figure S1e,g-l). Independent of the exposure, body and placenta weights were significantly heavier in oil- and DM-exposed *Chd8*^V986*/+^ embryonic mice compared to WT mice (Fig. S1d,f).

**Figure 1:**
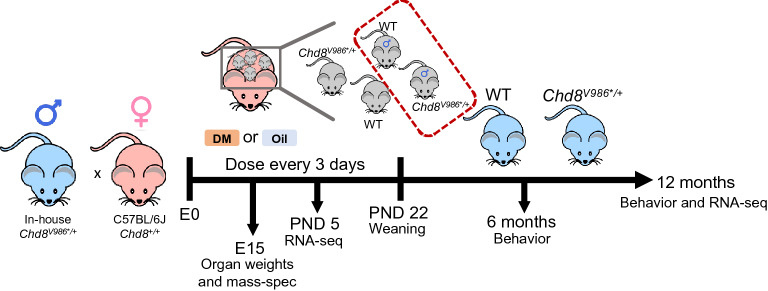
Experimental design. WT C57BL/6J females were bred with *Chd8*^V986*/+^ males. The dam was administered 3 mg/kg of DM or oil mixed into peanut butter every 3 days, beginning at E0. At E15, organs were weighed and DM was measured with mass spectrometry. RNA-sequencing was performed at PND 5 and 12 months. Male mice were assessed in behavioral experiments at 6 months and re-assessed at 12 months. Only one animal/sex/genotype was used from each litter. Males and females were assessed at E15 and PND 5.

### Behavioral phenotypes in WT and *Chd8*^V986*/+^ mice following pre and early postnatal DM exposure

For behavioral tests, all subjects were male mice exposed to vehicle control or DM from shortly after conception (E0) to PND 22. Only one male of each genotype was used from each litter for behavioral and RNA-sequencing analysis, to avoid confounding our results with the litter effect (Fig. 1). *Chd8*^V986*/+^ mice demonstrated several behavioral phenotypes, including increased anxiety-like behavior in an elevated plus maze (Fig. 2), decreased rearing movements in the open-field (Fig. 3), and hyper-sociability in a three-chamber test (Fig. 4).

**Figure 2:**
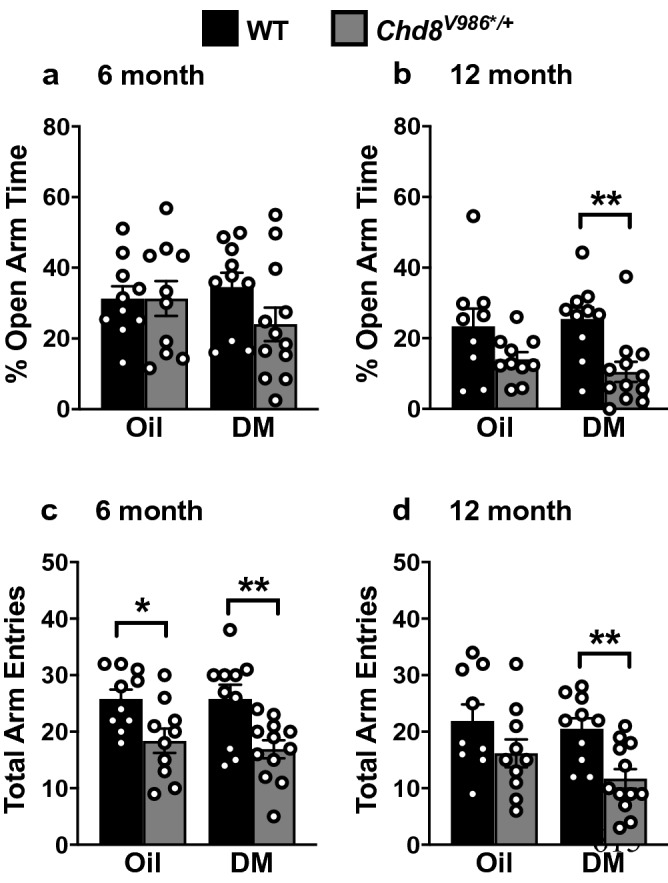
Increased anxiety-like behavior in *Chd8*^V986*/+^ mice following DM exposure. **(a,b)** Time spent in the open arms and **(c,d)** number of total arm entries in the elevated plus maze were assessed. Data are means (± SEM) for a 5 min test in an elevated plus maze. N = 10–12 mice per group. Fisher’s PLSD tests were used for comparing group means only when a significant F value was determined by using a two-way ANOVA, with genotype and treatment as factors. *p < 0.05; **p < 0.01.

**Figure 3:**
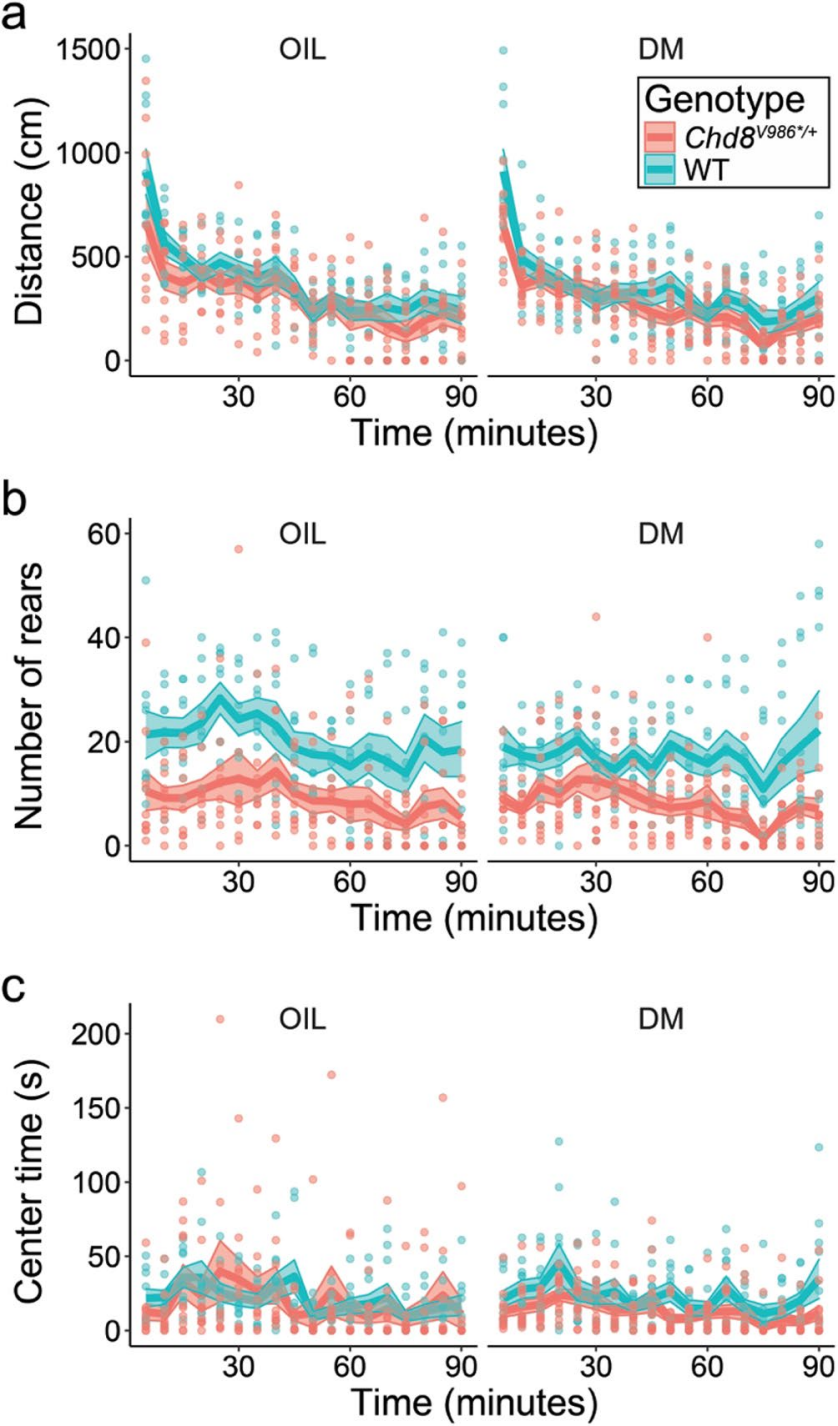
Open-field behavior in 12 month WT and *Chd8*^V986*/+^ mice following DM exposure or oil control. **(a)** Distance traveled, **(b)** number of rears, and **(c)** time in center. Cohorts were tested for 90 min at 12 months of age to determine persistence of changes in activity and anxiety-like behavior. Data are means (± SEM). N = 10–12 mice per group. Fisher’s PLSD tests were used for comparing group means only when a significant F value was determined by using a two-way ANOVA, with genotype and treatment as factors.

**Figure 4:**
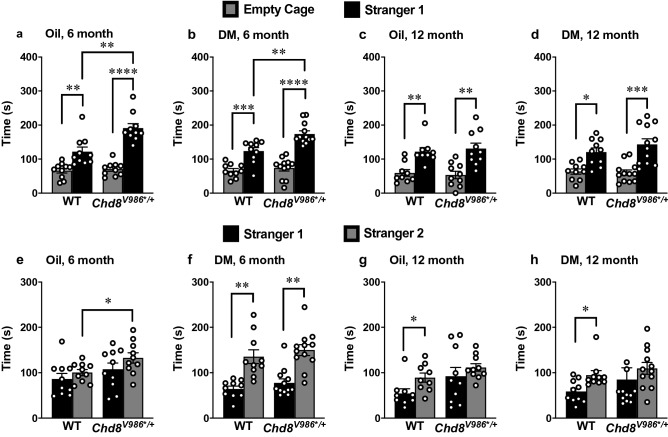
Social test in as a function of age and DM exposure in *Chd8*^V986*/+^ mice. Mice were tested at 6 and 12 months of age. **(a–d)** Sociability assessed by the time spent in 5 cm proximity to a caged stranger or an empty cage. **(e–h)** Social novelty preference tested by the time spent in 5 cm proximity to each caged stranger mouse. Bars represent mean ± S.E.M. for a 10 min test. N = 10–12 mice per group. Fisher’s PLSD tests were used for comparing group means only when a significant F value was determined by using a two-way repeated measures ANOVA for each exposure and age group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Elevated plus maze

At 6 months of age, WT and *Chd8*^V986*/+^ mice spent similar percent of time in the open arms of the maze (Fig. 2a). In contrast, a significant main effect of genotype emerged at 12 months [F^1,37^ = 12.8, p = 0.001]. Post-hoc comparisons indicated that, in the DM exposure groups, *Chd8*^V986*/+^ mice had lower percent open arm time, in comparison to WT (Fig. 2b). This genotype difference did not reach significance in the vehicle-exposed groups (p = 0.0932).

Total arm entries were used to measure general activity during the test (Fig. 2c,d). Significant main effects of genotype were found for total entries at 6 months [F(1,38) = 16.89, p = 0.0002] and 12 months [F(1,37) = 10.47, p = 0.0026]. In both exposure groups, 6 month old *Chd8*^V986*/+^ mice had decreased numbers of total entries. In the 12 month old animals, these deficits in exploration were only found in the DM-exposed *Chd8*^V986*/+^ mice. Thus, differences in plus maze behavior between WT and mutant animals were most prominent in the *Chd8*^V986*/+^ mice exposed to DM.

### Open-field

In the open-field test, a significant genotype × time interaction for distance traveled was identified at 6 months [F(11,418) = 2.38, p = 0.0073] (Fig. S2a) and a significant genotype main effect was present at 12 months [F(1,629) = 5.44, p = 0.0252] (Fig. 3a). Separate analyses for each exposure condition revealed that significant genotype differences were only present in the DM exposure groups [genotype x time interaction; 6 month, F(11,220) = 2.5, p = 0.0057; 12 month, F(17,340) = 1.79, p = 0.028]. In both tests, the DM-exposed *Chd8*^V986*/+^ mice had significantly reduced activity in the first 5 min of the test (p < 0.05) (Fig. 3a, Figure S2a), in line with the exploratory deficits observed in the elevated plus maze (Fig. 2). A previous study found that prenatal DM exposure increased distance traveled in 6 week old mice, only when the last 60 min of a 90 min open-field trial were observed^25^. This phenotype was not observed at 6 weeks, 6 months or 12 months of age in the present study (Fig. S3).

Upright rearing is another form of exploratory activity. The *Chd8*^V986*/+^ mice exposed to either oil or DM had decreased rearing, in comparison to WT, at both testing ages [main effect of genotype; 6 month, F(1,38) = 24.44, p < 0.0001; 12 month, F(1,37) = 22.09, p < 0.0001] (Fig. 3b; Fig. S2b).

The overall analysis of time spent in the center region failed to indicate significant effects of either genotype or exposure (Fig. 3c; Fig. S2c). However, separate analyses for each exposure group revealed a significant main effect of genotype in the 12 month groups exposed to DM [F(1,20) = 4.87, p = 0.0391]. In these groups, the *Chd8*^V986*/+^ mice spent less time in the center region than WT, suggesting the prenatal exposure to DM led to increased anxiety in the open-field.

### Three-chamber task

In the three-chamber task, at both 6 and 12 months of age, all experimental groups had significant preference for spending more time in proximity to the cage containing the stranger mouse, versus the empty cage [within-group comparisons following overall repeated measures ANOVAs, significant effect of side, 6 month, F(1,38) = 136.69, p < 0.0001; 12 month, F(1,37) = 64.37, p < 0.0001] (Fig. 4a–d). Six month old *Chd8*^V986*/+^ mice spent significantly more time with the stranger mouse than WT mice did (Fig. 4a,b). This phenotype was not altered with DM exposure and was not apparent in 12 month old animals (Fig. 4c,d).

Our findings also indicate differential effects of prenatal exposure and genotype on social novelty preference, dependent on age. At 6 months, only the mice exposed to DM, but not oil, exhibited a shift in preference to the newly-introduced stranger 2 [exposure x side interaction, F(1,38) = 8.12, p = 0.007; effect of side, F(1,38) = 24.92, p < 0.0001] (Fig. 4e,f). Although a significant side preference was not observed in the oil-exposure groups, the mutant mice spent increased time in proximity to stranger 2, in comparison to WT [main effect of genotype, F(1,38) = 9.84, p = 0.0033]. At 12 months, only the WT groups demonstrated significant social novelty preference [within-group comparisons following overall repeated measures ANOVAs, significant effect of side, F(1,37) = 5.0, p = 0.0315], while the *Chd8*^V986*/+^ mice failed to discriminate between the first stranger mouse and the newly-introduced stranger 2 [main effect of genotype, F(1,37) = 8.37, p = 0.0064] (Fig. 4g,h).

### DM exposure is associated with reduced expression of genes involved in cellular adhesion and vasculature development in *Chd8*^V986*/+^ mice

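*Chd8*, the gene that carries the mutation, encodes a chromatin remodeler. In the cortex of 12 month old males, its level on the log2 scale was 12.06 ± 0.358 (SD, n = 9) in oil-exposed WT mice and 11.44 ± 0.380 (SD, n = 9) in oil-exposed *Chd8* V986*/+ mice. After DM it was 12.13 ± 0.303 (SD, n = 10) in WT and 11.44 ± 0.358 (SD, n = 10) in *Chd8* V986*/+ mice. The mutant lay below its WT littermate in 9 of 9 oil litters and in 10 of 10 DM litters. The dams received oil or 3 mg/kg DM every 3 days, and exposure ended when the pups reached PND 22. The labels place the 38 mice in 4 batches and 19 litters, each with 1 mouse of either genotype and 1 exposure. Exposure therefore differs between litters, and genotype within them. The authors prepared polyA libraries, trimmed the reads with cutadapt 1.12, aligned them with STAR 2.5.2b, quantified transcripts with Salmon and transformed the counts with the variance-stabilizing transformation of DESeq2. The deposited table gives these transformed values, on a log2 scale, for 82 libraries of PND 5 and 12 month old mice. It holds no read counts, so the depth of each library is not known; the paper's Methods give a median for the whole study. In this table every gene has a slope of 0 on batch, sex, dissector and litter number, as a linear removal of these terms leaves when the groups are not kept apart. The removal shifts the level of each gene, so levels were not compared between genes or tables. It also leaves steps with batch and litter within a gene, so the SDs of levels are not the spread between mice alone. Differences between groups are unaffected once the model holds the same terms, which was tested on simulated data. limma 3.58.1 therefore fitted the groups of both ages with batch, sex, dissector and litter number to the 12152 genes with a mean value of at least 6. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. Because of the shift, a mean under 6 does not mark a gene as unexpressed. Genes left out in this way were tested with a floor filter, chosen after the data were examined, which keeps the 15473 genes with no littermates tied at the lowest value.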

We performed bulk RNA sequencing of cortical tissue from oil- and DM-exposed 12 month old WT and *Chd8*^V986*/+^ mice. DM exposure altered 29 and 13 genes in WT and *Chd8*^V986*/+^ mice, respectively, relative to WT and *Chd8*^V986*/+^ oil controls (Fig. 5a, Supplementary data file 1). 

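No gene passed the limma test between DM and oil in 12 month old mice of either genotype. *Srsf2*, a splicing factor in the paper's pathway tables for WT mice, lay 0.10 higher on the log2 scale after DM (SE 0.04, adjusted p = 1). *Hspa5*, a chaperone of the endoplasmic reticulum in the same tables, lay 0.04 higher (SE 0.05, adjusted p = 1). Of 8 tested genes from those tables, 5 lay higher and 3 lower in WT mice and 0 passed, also when adjusted over the list alone. In *Chd8* V986*/+ mice, *Slc22a8*, an organic anion transporter of the blood-brain barrier, differed by −0.21 (SE 0.10, adjusted p = 1). limma called 0 of 12152 genes in WT mice and 0 in *Chd8* V986*/+ mice, against 394 and 353 genes at an unadjusted p under 0.05. The interaction of exposure with genotype gave 0 genes (289 unadjusted). Sample weights called 9 genes in WT mice. Leaving out batch 1, WT DM replicate 3 or WT oil replicate 2 called *A330102I10Rik* alone, an uncharacterised transcript that lay higher, and leaving out WT DM replicate 5 called *Mmp15* alone, a matrix protease gene that lay lower. In *Chd8* V986*/+ mice the floor filter, like a run with no filter, called only *8430408G22Rik*, which lay lower. These 3 genes were chosen after their values were seen. In simulated libraries of this design with 200 changed genes and independent noise, limma called 67.2% of differences of 0.25 and 97.0% of 0.5 in the WT comparison. In the *Chd8* V986*/+ comparison it called 73.1% and 92.5%. The adjusted p depends on how many genes change, and fewer were not simulated. The 0 calls therefore do not exclude differences of these sizes.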

Interestingly, many of these genes converge on pathways involved in cell adhesion and angiogenesis. 

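*Kdr* encodes the main receptor of endothelial cells for vascular endothelial growth factor, and *Ptprb* encodes a receptor phosphatase of the same cells. After DM, *Kdr* differed by −0.26 (SE 0.09) and *Ptprb* by −0.19 (SE 0.08) in *Chd8* V986*/+ mice, without passing the limma test (adjusted p = 1 for both). Their differences in WT mice were −0.18 (SE 0.09) and −0.05 (SE 0.08). *Fn1*, the gene of the matrix protein fibronectin, lay lower in *Chd8* V986*/+ mice by −0.31 (SE 0.10, adjusted p = 0.90). The difference between genotypes in the response to DM was −0.08 (SE 0.12) for *Kdr* and −0.14 (SE 0.11) for *Ptprb* (adjusted p = 1 for both). Of 38 cell-matrix adhesion genes, 29 lay lower and 9 higher in *Chd8* V986*/+ mice after DM. None passed over all genes, and 2 were lower when adjusted over the list alone, *Fn1* and the integrin gene *Itga6*. The median over the list was −0.065 in *Chd8* V986*/+ mice and −0.047 in WT mice, where 30 lay lower. camera, limma's test of a list against all other genes at a preset correlation of 0.01, gave an adjusted p = 1.4e-06 in *Chd8* V986*/+ mice (0.26 with an estimated correlation). In WT mice it gave 0.011 (0.85 with an estimated correlation), and for the difference between genotypes 0.34. With the litter as the unit and both genotypes together, the list differed by a mean of −0.0520 between 10 DM and 9 oil litters. It did not pass there (exact permutation p = 0.207 two-sided, adjusted p = 0.66 over the lists).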

Pathway analyses revealed a downregulation of these pathways in *Chd8*^V986*/+^ animals exposed to DM (Fig. 5b, Supplementary data file 3). 

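After DM, 32 of 36 markers of vascular endothelial cells and 13 of 13 markers of mural cells, which wrap the vessels, lay lower in 12 month old *Chd8* V986*/+ mice. *Vwf*, the clotting factor that endothelial cells store, differed by −0.43 (SE 0.12, limma adjusted p = 0.54). *Pecam1*, a junction protein of endothelial cells, differed by −0.27 (SE 0.06, adjusted p = 0.28), and the surface sialomucin *Podxl* by −0.21 (SE 0.05, adjusted p = 0.37). These 3 genes were chosen after their values were seen. Over all genes tested 0 markers passed; adjusted over the list alone, 8 endothelial and 0 mural markers were lower. The median difference was −0.118 for endothelial and −0.154 for mural markers. Both lists were lower by camera with an adjusted p of 2.9e-21 and 2.8e-10 (0.035 and 0.029 with an estimated correlation). Both calls held in 34 of 34 alternatives, all at the preset correlation. In WT mice the medians were −0.050 and −0.076, with 28 of 36 and 12 of 13 markers lower and an adjusted p of 0.012 for each list (0.85 with an estimated correlation). The difference between genotypes was −0.067 for endothelial markers, with an adjusted p = 5.9e-05 (0.85 with an estimated correlation), and −0.071 for mural markers, with an adjusted p = 0.061. With both genotypes averaged within litters, the endothelial list differed by a mean of −0.0900 between 10 DM and 9 oil litters (exact permutation p = 0.00711 two-sided, adjusted p = 0.117 over 32 lists). Markers of meningeal fibroblasts, blood cells and choroid plexus lay lower too in that test, by means of −0.179, −0.191 and −0.222 (exact permutation p = 0.0199, 0.0597 and 0.117). Of the 11 genes that the study found lower after DM in the mutant, 9 were tested, 8 lay lower and the median was −0.185. They were chosen on these libraries, so they are not independent evidence. From the pathways of its DM-induced genes, the paper states that adhesion and vascular growth are downregulated in *Chd8* V986*/+ mice.

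**Figure D1:**
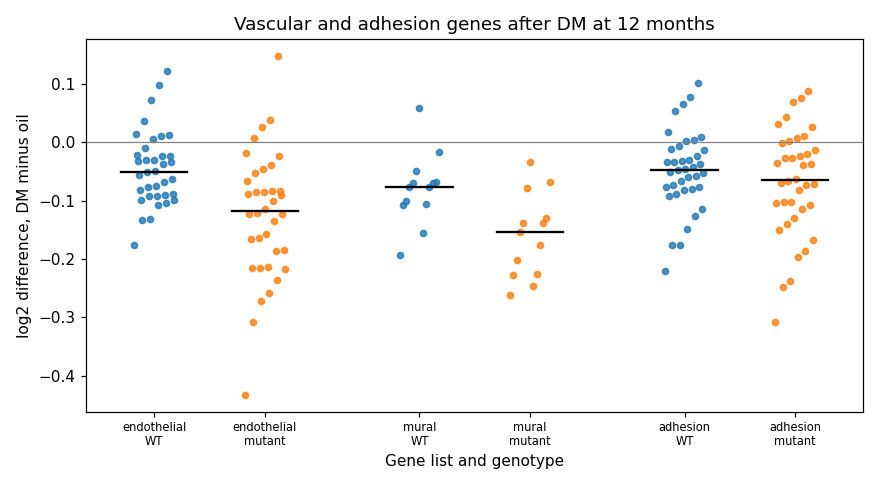
Difference between DM and oil on the log2 scale for each gene of 3 lists (points; bars mark the medians) in 12 month old WT (blue) and *Chd8* V986*/+ mice (orange). Medians run from −0.047 for adhesion genes in WT mice to −0.154 for mural cell markers in *Chd8* V986*/+ mice.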

We performed RT-qPCR to validate that the downregulation of genes associated with vascular endothelial cells, *Kdr* and *Ptprb*, was unique to the 12 month old *Chd8*^V986*/+^ animals exposed to DM (Fig. 5d). Immunohistochemistry staining, however, revealed no difference in vascular length or vascular density in DM-exposed mice (Fig. 5f,g).

**Figure 5:**
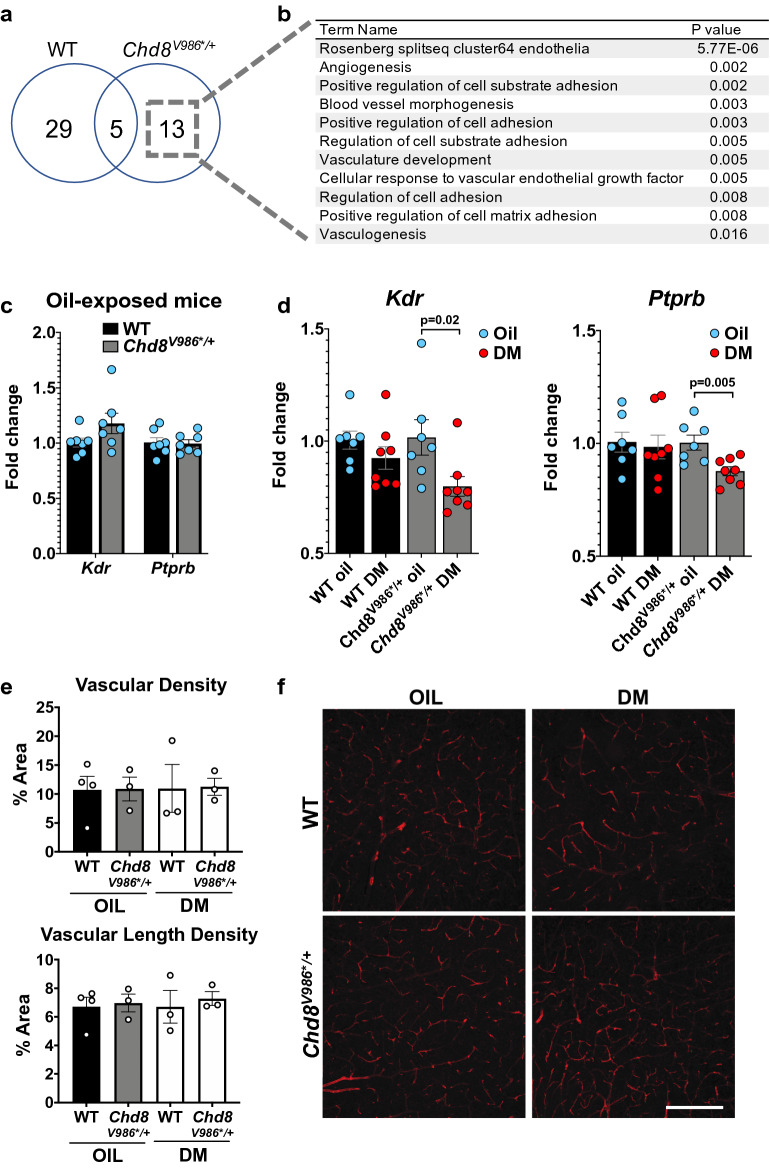
DM exposure is associated with altered cellular adhesion and vasculature development in *Chd8*^V986*/+^ mice**.** **(a)** Number of DEGs associated with DM exposure identified with RNA-sequencing of cortical tissue from 12 month old mice pre- and postnatally exposed to DM. N = 10–12 mice per group. **(b)** DM-induced DEGs from *Chd8*^V986*/+^ mice converge on downregulated pathways involved in cellular adhesion and vascular growth. **(c)** Cortical expression of vascular endothelial cell-related genes from RT-qPCR analysis of 12 month old WT and *Chd8*^V986*/+^ mice exposed to oil. **(d)** Effect of DM exposure on cortical gene expression *Kdr* and *Ptprb* genes from RT-qPCR analysis of 12 month WT and *Chd8*^V986*/+^ mice. N = 7–8/genotype/treatment. **(e,f)** Vascular density and vascular length density assessed with isolectin B4 staining and quantified. Each symbol represents the average of two 1024 × 1024 pixel images obtained from different cortical tissue sections for one brain (n = 3–4). Scale bar represents 200 μm. Data represent means ± SEM.

### Differentially expressed genes in *Chd8*^V986*/+^ mice suggest altered DNA repair pathways and a link to neurodegenerative phenotypes

Previously, we reported that pathways associated with synaptic and neuronal projections and sodium channel activity were reduced in embryonic *Chd8*^V986*/+^ mice, but equalized to WT levels postnatally. At 12 months of age, *Chd8*^V986*/+^ mutant animals displayed a reduction of genes associated with endoplasmic reticulum stress, chaperone-mediated protein folding, and the unfolded protein response^14^. We validated and extended these sequencing efforts in the current study by performing bulk RNA sequencing of cortical tissue from oil-exposed PND 5 and 12 month old WT and *Chd8*^V986*/+^ mice. 

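*Chd8* lies on chromosome 14 of mm10 from 52198151 to 52257780. At PND 5 its level was 12.25 ± 0.186 (SD, n = 12) in oil-exposed WT mice and 11.65 ± 0.222 (SD, n = 10) in oil-exposed *Chd8* V986*/+ mice. Averaged within litters, it was lower in the mutants of 6 of 6 litters. The PND 5 mice were 6 male and 6 female WT and 5 male and 5 female mutants from 6 litters and 3 batches, collected by 2 dissectors. The authors tested their counts with DESeq2, in a model with batch, sex or litter, at an adjusted p under 0.05. The transformed values were tested here with limma, in the fit described for the 12 month old mice. Littermates shared variation that the groups do not explain. Over 56 pairs of littermates the median correlation of residuals across genes was 0.186, against −0.005 for other pairs, and 66.1% of littermate pairs lay above 0.1. The comparison was therefore also fitted with litter as a factor, called the litter block. At 12 months, where each litter holds 1 mouse of either genotype, the block gives the same differences with another error. That error pools both ages. In simulated libraries of this design with 200 changed genes, 71.6% of differences of 0.25 and 95.5% of 0.5 were called at PND 5. Littermates shared no noise in them.

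**Figure D2:**
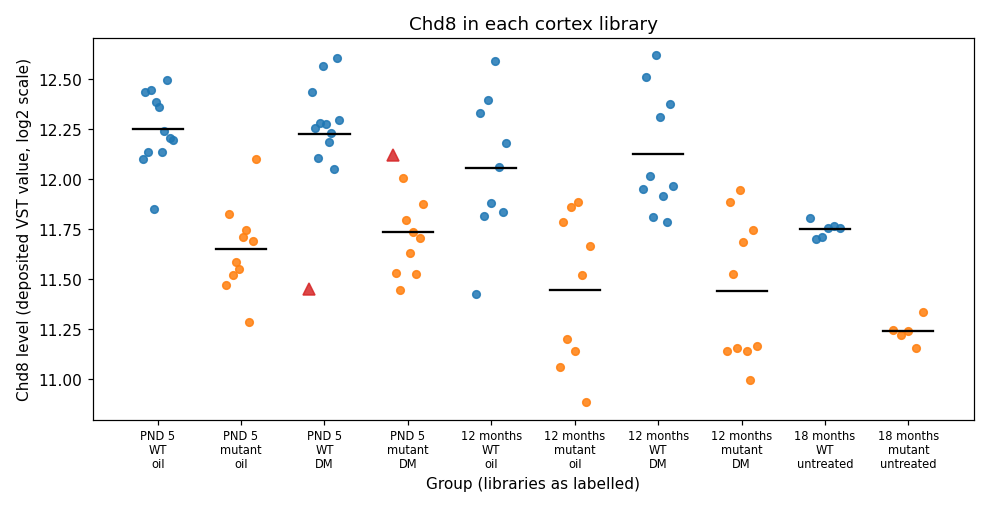
*Chd8* level in each cortex library (points; bars mark group means) for WT (blue) and *Chd8* V986*/+ mice (orange), on the deposited log2 scale. Triangles mark the DM females of PND 5 litter B, where the library labelled WT lies at 11.45 and the one labelled mutant at 12.12.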

We detected 229 DEGs in PND 5 *Chd8*^V986*/+^ mice compared to WT control mice (Supplementary data file 1). These genes converge on pathways that suggest a downregulation of catabolic and metabolic processes and an upregulation of DNA repair (Fig. 6, Fig. S5c, Supplementary data file 3).

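The largest called change in PND 5 *Chd8* V986*/+ mice was that of *A230056J06Rik*, an uncharacterised transcript that rose by 0.71 on the log2 scale (SE 0.07, limma adjusted p = 7.6e-11). *Tmem209*, which encodes a protein of the nuclear envelope, rose by 0.33 (SE 0.05, adjusted p = 2.8e-06). *Mettl15* and *Sirt5*, which encode mitochondrial enzymes that modify ribosomal RNA and proteins, rose by 0.45 (SE 0.07, adjusted p = 5.7e-05) and 0.28 (SE 0.04, adjusted p = 2.9e-05). *Chd8* changed by −0.59 (SE 0.09, adjusted p = 2.9e-05). *Tex9*, first described in testis, and *Hnmt*, which encodes the enzyme that inactivates histamine, both changed by −0.26 (SE 0.05, adjusted p = 7.2e-04 and 0.0024). Each of these genes moved in its direction in 6 of 6 litters. In all, 80 of 12152 genes were called between 10 *Chd8* V986*/+ and 12 WT mice, 53 higher and 27 lower. The litter block called 193 genes (112 higher, 81 lower). PND 5 fitted on its own with the block called 298, and 79 of the 80 genes were among them. Males alone gave 8 calls and females 2, and leaving out batch 1, 2, 3 or 4 gave 71, 11, 25 and 62.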

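Repair genes lay higher in the PND 5 mutants. *Xrcc4*, whose product helps to join broken DNA ends, rose by 0.32 (SE 0.05, limma adjusted p = 2.2e-04). *Fancc*, a gene of the Fanconi anemia pathway that repairs crosslinks, rose by 0.30 (SE 0.05, adjusted p = 2.5e-04), and *Smug1*, which encodes a uracil DNA glycosylase, by 0.21 (SE 0.04, adjusted p = 0.0017). *Ercc1*, an endonuclease subunit of nucleotide excision repair, rose by 0.20 (SE 0.05, adjusted p = 0.040; 13 of 22 alternatives called it). *Rpa2*, a subunit of the protein that coats single-stranded DNA, passed with the litter block (0.19, SE 0.04, adjusted p = 0.0048) and not without it (0.18, SE 0.05, adjusted p = 0.074). Of 97 DNA repair genes tested, 4 were higher, 0 lower and 93 did not pass; adjusted over the list alone, 7 were higher and 0 lower. In all, 74 lay higher and 23 lower, with a median of 0.035. camera gave an adjusted p = 5.6e-06 (0.085 with an estimated correlation), and its call held in 22 of 22 alternatives, all at the preset correlation. Over litters the list was higher in 6 of 6 (exact sign-flip p = 0.0313, the smallest that 6 litters allow; adjusted p = 0.20 over 32 lists).
Catabolic genes lay lower. *Acadm*, the dehydrogenase that begins the breakdown of medium-chain fatty acids, differed by −0.21 (SE 0.06, adjusted p = 0.096) and passed with the litter block (−0.19, SE 0.04, adjusted p = 0.0057). *Phyh*, which encodes an enzyme of branched fatty acid breakdown, did so too (−0.16, SE 0.05, adjusted p = 0.13; 0.023 with the block). Of 50 genes of fatty acid and organic acid catabolism, 35 lay lower and 15 higher with a median of −0.033. None passed over all genes, and 4 were lower and 1 higher when adjusted over the list alone. camera gave an adjusted p = 0.0012 (0.61 with an estimated correlation), which 20 of 22 alternatives called, all at the preset correlation. The exceptions were the fit with groups only and the one without batch 3. By litter the list mean was lower in 6 of 6 (mean −0.0328, exact sign-flip p = 0.0313, adjusted p = 0.20). That is the smallest p that 6 litters allow. From the pathways of these genes the paper proposes reduced catabolism and metabolism and increased DNA repair at PND 5.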

**Figure 6:**
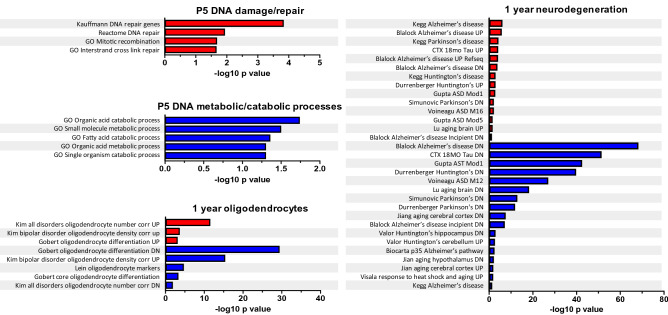
Summary of select upregulated and downregulated pathways in oil-exposed *Chd8*^V986*/+^ mice**.** Data derived from bulk RNA-sequencing analysis of cortical tissue from PND 5 (P5) and 1 year old *Chd8*^V986*/+^ mice compared to WT control. Bar graphs represent the significance of pathways in four categories.

From 12 month old oil-exposed samples, we identified 2,435 DEGs in *Chd8*^V986*/+^ mice compared to WT animals (Supplementary data file 1), a substantially greater number of DEGs than were previously identified in 12 month *Chd8*^V986*/+^ mice^14^, which may be attributed to an increased sample size (10 animals per genotype in the present study as opposed to 6 in our previous study). 

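*Hmgb3*, which encodes a DNA-binding protein of the high mobility group, fell by 0.38 on the log2 scale in 12 month old oil-exposed *Chd8* V986*/+ mice (SE 0.05, limma adjusted p = 9.0e-08, lower in 9 of 9 litters). *Abca8a*, a lipid transporter gene, fell by 0.47 (SE 0.07, adjusted p = 7.9e-06). *Usp11*, which encodes a deubiquitinating enzyme, fell by 0.43 and *Chd8* by 0.61 (SE 0.07 and 0.10, adjusted p = 1.1e-04 for both). Among genes that rose were *Kif4*, a kinesin of dividing cells, by 0.53 (SE 0.11, adjusted p = 0.0047), *Iqcc*, a little studied gene, by 0.29 (SE 0.05, adjusted p = 5.2e-04), and *Pknox1*, a homeobox gene, by 0.21 (SE 0.04, adjusted p = 0.0017). The comparison of 9 *Chd8* V986*/+ with 9 WT mice called 332 of 12152 genes, 119 higher and 213 lower. The litter block, whose error pools both ages, called 2611 (850 higher, 1761 lower). When the 12 month old mice were fitted on their own with the block, 612 were called (157 higher, 455 lower), of which 275 were among the 332. With the block over both ages, another exchange of genotypes within litters gave up to 2870. Without the block, this age on its own gave 1371. Leaving out batch 1, 2, 3 or 4 in turn gave 141, 169, 1337 and 19.
Gene families were tested as lists. Of 57 clustered protocadherin genes, which encode neuronal recognition proteins, 11 were lower and 0 higher (20 and 0 adjusted over the list alone), with *Pcdhb13* at −0.34 (SE 0.10, adjusted p = 0.036). Their camera call was 1.0e-08 (0.85 with an estimated correlation), and their mean was −0.28 in the 2 litters of batch 1 and −0.07 in the other 7 (exact sign-flip p = 0.0781). Of 78 cytosolic ribosomal protein genes, 77 lay higher, but in the 2 litters of batch 1 the list mean was 0.718 and in the other 7 litters −0.0461. Genes of oxidative phosphorylation (67 of 76 higher) split in the same way, with means of 0.47 and 0.01. Their camera calls (adjusted p = 8.8e-07 and 1.3e-06, and 0.85 for both with an estimated correlation) did not hold without batch 1, where the ribosomal list was lower and the other list had an adjusted p = 0.60.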

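Of 60 protein kinase genes tested in 12 month old oil-exposed *Chd8* V986*/+ mice, 48 lay lower than in WT mice and 12 higher. *Cdk17*, a kinase of differentiated neurons, changed by −0.17 (SE 0.05, limma adjusted p = 0.032). *Csnk1a1*, which encodes casein kinase 1 alpha, and *Prkar1a*, a regulatory subunit of protein kinase A, changed by −0.14 (SE 0.04, adjusted p = 0.044 and 0.042), and each of the 3 genes lay lower in 8 of 9 litters. Over all genes 3 kinase genes were lower and 0 higher (4 and 1 adjusted over the list alone); with the block and the floor filter 21 were lower and 3 higher. The list median was −0.078. camera gave an adjusted p = 0.0026 (0.85 with an estimated correlation). The call held in 20 of 20 alternatives, all at the preset correlation, so they do not test its dependence on that setting. Removing a trend with transcript length from each 12 month library took the list mean from −0.0594 to −0.0374 and its called genes from 8 to 1, in a fit of this age with the block and the floor filter. After the removal the list mean was still lower in 8 of 9 litters (exact sign-flip p = 0.0117). Without that step, the mean over the 7 litters outside batch 1 was −0.0465, lower in 6 of 7 (exact sign-flip p = 0.0469).
Among chaperones, *Hsp90ab1*, the gene of the constitutive HSP90, changed by −0.18 (SE 0.05, adjusted p = 0.027, lower in 9 of 9 litters). It was the only one of 26 cytosolic and mitochondrial chaperone genes to pass, while 25 lay lower with a median of −0.076. With the block and the floor filter 11 of 31 were lower and 0 higher. The camera call (adjusted p = 5.5e-05, and 0.85 with an estimated correlation) was lost with sample weights and without batch 1, at an adjusted p of up to 0.28. The list mean was −0.167 in the 2 litters of batch 1 and −0.0184 in the other 7. *Hspa5*, the chaperone that keeps the sensors of the unfolded protein response inactive, differed by −0.03 (SE 0.05, adjusted p = 0.72; 0.54 to 0.98 over 20 alternatives). *Canx*, a lectin chaperone of the endoplasmic reticulum, passed only with the litter block (−0.09, SE 0.03, adjusted p = 0.024; 0.097 without it). Of 26 genes of the unfolded protein response and endoplasmic reticulum chaperones, 20 lay lower, 6 higher and 0 passed, also when adjusted over the list alone. Their median was −0.049, and the camera call (adjusted p = 0.048, and 0.85 with an estimated correlation) held in 8 of 20 alternatives. By litter their mean was −0.0865 in batch 1 and −0.0161 in the other 7 litters, lower in 5 of 7 (exact sign-flip p = 0.156).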

In agreement with our previous study, genes associated with protein phosphorylation, protein folding, and the unfolded protein response were reduced in 12 month *Chd8*^V986*/+^ mice (Supplementary data file 3). Using our curated pathway database (see “Methods”), we also identified an association of these DEGs with genes linked to neurodegenerative diseases, including Alzheimer’s disease, Parkinson’s disease, and Huntington’s disease in 12 month *Chd8*^V986*/+^ mice (Fig. 6, Supplementary data file 3). 

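Genes of inherited neurodegenerative diseases lay slightly lower. *App*, which encodes the precursor of amyloid beta and is mutated in familial Alzheimer's disease, differed by −0.18 (SE 0.06, limma adjusted p = 0.088, lower in 9 of 9 litters) and passed with the litter block (adjusted p = 0.0019; 0.0019 to 0.85 over 20 alternatives). *Sorl1*, a sorting receptor of the same protein, differed by −0.22 and passed only with the block (SE 0.07, adjusted p = 0.027; 0.39 without it). *Atp13a2*, a lysosomal gene of familial parkinsonism, went the other way (0.29, SE 0.09, adjusted p = 0.066; 0.016 with the block). The lipid carrier *Apoe* was at 0.16 (SE 0.09, adjusted p = 0.30; 0.040 with the block). Of 38 genes of the list tested, 27 lay lower, 11 higher and 0 passed, also when adjusted over the list alone. With the block and the floor filter 11 of 41 were lower and 2 higher (13 and 4 adjusted over the list alone). The median was −0.065 and camera did not call the list (adjusted p = 0.063, and 0.85 with an estimated correlation). Litter by litter, the mean of the list was lower in the mutant in 9 of 9 (mean −0.0403, exact sign-flip p = 0.00391, the smallest that 9 litters allow; adjusted p = 0.094 over 32 lists). It was −0.0915 in the 2 litters of batch 1 and −0.0256 in the other 7, lower in 7 of 7 (exact sign-flip p = 0.0156). The paper states an association of its 12 month genes with Alzheimer's, Parkinson's and Huntington's disease.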

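Each stage of the oligodendrocyte lineage was tested with a list of its own in the 12 month old oil-exposed mice. *Enpp6*, a phosphodiesterase gene that marks newly formed oligodendrocytes, changed by −0.41 in *Chd8* V986*/+ mice (SE 0.11, limma adjusted p = 0.028, lower in 9 of 9 litters). *Sema5a*, which encodes a guidance molecule and is on the same list, changed by −0.28 (SE 0.08, adjusted p = 0.041). They were the 2 of 8 newly formed oligodendrocyte markers to pass, also when adjusted over the list alone. None of 14 markers of oligodendrocyte precursors passed (1 lower adjusted over the list alone; median −0.022). Only 5 of 28 genes of mature oligodendrocytes and myelin lie above a mean of 6. With the floor filter, *Ugt8a*, which encodes the enzyme that makes the galactolipids of myelin, changed by −0.25 (SE 0.06, adjusted p = 0.027, lower in 7 of 9 litters). With the block added to that filter, 20 of 23 genes of the list lay lower and 3 higher. That fit called 5 lower and 1 higher (7 and 1 adjusted over the list alone), with a median of −0.109 and a camera adjusted p = 0.016 (0.52 with an estimated correlation). Litter by litter, the mean of the list was lower in 7 of 9 (exact sign-flip p = 0.0195, adjusted p = 0.104). It was −0.158 in the 2 litters of batch 1 and −0.0948 in the other 7, lower in 5 of 7 (exact sign-flip p = 0.0781). In DM-exposed mutants the list mean was −0.0033, lower in 6 of 10 litters and higher in 4 (exact sign-flip p = 0.898). Cholesterol is a main lipid of myelin. Of 25 genes of its synthesis, 19 lay lower with a median of −0.080, and only *Acat2* passed (−0.15, SE 0.04, adjusted p = 0.030). Their camera call (adjusted p = 0.038, and 0.85 with an estimated correlation) held in 12 of 20 alternatives.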

Further, oligodendrocyte-related pathways were dysregulated in 12 month old *Chd8*^V986*/+^ mice (Fig. 6, Supplementary data file 3). Specifically, our data showed an increase in expression of the mature oligodendrocyte marker, *Apc,* but decreased expression of myelin-related genes, *Cnp*, *Mag*, and *Pdgfra* (Supplementary data file 1). 

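*Apc* encodes a scaffold of Wnt signaling that is abundant in mature oligodendrocytes. It differed by 0.14 between 9 *Chd8* V986*/+ and 9 WT mice (SE 0.05, limma adjusted p = 0.077) and was higher in the mutant in 7 of 9 litters. *Cnp*, which encodes a phosphodiesterase of myelin, differed by −0.15 (SE 0.06, adjusted p = 0.13) and was lower in 7 of 9. *Pdgfra*, the growth factor receptor of oligodendrocyte precursors, differed by −0.15 (SE 0.05, adjusted p = 0.075) and was lower in 8 of 9. *Mag*, an adhesion protein of the myelin sheath, was tested with the floor filter and differed by −0.18 (SE 0.08, adjusted p = 0.22), lower in 8 of 9. With the litter block the adjusted p was 0.013 for *Apc*, 0.021 for *Cnp* and 0.0021 for *Pdgfra*, and with the floor filter added 0.13 for *Mag*. Among 20 alternatives for *Apc* and *Pdgfra*, 19 for *Cnp* and 4 for *Mag*, 5, 8, 3 and 0 gave an adjusted p under 0.05. The log2 difference kept its sign in each of them. Over those alternatives the adjusted p reached 0.95 for *Apc* and *Pdgfra*, 0.97 for *Cnp* and 0.21 for *Mag*.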

We validated these findings using RT-qPCR (Fig. S4). 

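*Mbp* encodes a main structural protein of the myelin sheath. Its mean value in the deposited table was 4.45 at 12 months, under the filter. Levels in that table are shifted, so *Mbp* was tested with the floor filter. It differed by 0.10 between 9 *Chd8* V986*/+ and 9 WT mice (SE 0.16, limma adjusted p = 0.76), higher in the mutant in 5 of 9 litters and lower in 4. The adjusted p ran from 0.34 to 0.82 over 4 alternatives.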

Further, expression of myelin basic protein (*Mbp*) was not altered in *Chd8*^V986*/+^ cortical samples (Fig. S4a, Supplementary data file 1). 

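*Olig2* encodes a transcription factor of the whole oligodendrocyte lineage. In the 12 month old mice it differed by −0.16 (SE 0.08, limma adjusted p = 0.22), lower in the mutant in 6 of 9 litters. With the litter block the standard error was 0.05 and the adjusted p was 0.031. Of 20 alternatives 4 gave an adjusted p under 0.05, and the highest was 0.87. From changed *Apc*, *Cnp*, *Mag* and *Pdgfra* beside unchanged *Olig2* and staining, the paper proposes a shifted balance of oligodendrocyte maturity.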

Differences in total oligodendrocytes were not evident via changes in *Olig2* gene expression or immunohistochemistry staining, which suggests an altered balance between mature and immature oligodendrocytes in 12 month *Chd8*^V986*/+^ mice (Fig. S4b,c, Supplementary data file 1).

### Temporal regulation of DEGs in *Chd8*^V986*/+^ mice identifies a set of genes tightly regulated by CHD8

Our published sequencing data from *Chd8*^V986*/+^ animals at E14.5, 1 month, 6 months, and 12 months of age were compared with a new sequencing data set consisting of PND 5, 12 month and 18 month old animals (Supplementary data file 2). This led to the identification of a set of consistently up/down-regulated genes in the mutant animals at multiple ages (Fig. 7). Five of these “core” DEGs with the greatest significance/magnitude of change in *Chd8*^V986*/+^ mice, include *Chd8*, *Usp11*, *Wars2*, *Crlf2*, and *Eglf6,* and were validated in a different cohort of 6 week old animals (Fig. S5a). 

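At 18 months *Chd8* was at 11.75 ± 0.0382 (SD, n = 6) in WT and 11.24 ± 0.0645 (SD, n = 5) in *Chd8* V986*/+ cortex, a change of −0.51 on the log2 scale (SE 0.03, limma adjusted p = 6.2e-04). These mice were untreated males of batch 4 from 6 litters, 1 of which gave 2 WT mice. The authors made the deposited values of these 11 libraries as they did for the younger mice, in a table of its own and again without read counts. Every gene has a slope of 0 on the rank of the litter in that table. Its levels and SDs are not comparable with those of the younger mice, whose table had other terms removed. limma fitted genotype and litter number to all 24528 genes, since each has a mean above 6. Of these genes 5871 do not vary at all between libraries, and their presence affects the adjusted p. A fit to varying genes only called 20 genes, 5 of them among the 11 called here. The litter block was fitted as well, although 5 pairs of littermates had a median residual correlation of −0.143. In simulated libraries of this size with 200 changed genes, 65.7% of differences of 0.25 and 100% of 0.5 were called. The simulated fit held the rank of the litter, not its number, so these shares are for another model. Since the fit reported here does not hold the rank, the authors' removal can enter its differences. With the rank instead, 30 of 31 named gene values and 10 of 10 list calls stayed the same. The effect of genotype in oil-exposed mice was compared between PND 5 and 12 months in the fit of both ages. Only the PND 5, 12 month and 18 month libraries were analysed here.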

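Besides *Chd8*, 10 genes were called between 5 *Chd8* V986*/+ and 6 WT mice of 18 months. *Usp11* changed by −0.33 (SE 0.03, limma adjusted p = 0.0043) and *Grn*, the gene of progranulin, by −0.17 (SE 0.02, adjusted p = 0.035). *Chmp2a*, which encodes a subunit of the ESCRT complex for membrane scission, rose by 0.25 (SE 0.02, adjusted p = 0.016), and *Ppa2*, the mitochondrial pyrophosphatase, by 0.15 (SE 0.01, adjusted p = 0.0025). Each moved in its direction in 4 of 4 litters that hold both genotypes. Of the 11 genes, 6 were higher and 5 lower; *Nr5a1* and *Rnf148* are at the lowest values of the table. The litter block called 2 genes, and with the floor filter 4. The floor filter alone called 22. Leaving out 1 mouse at a time gave 5 to 11. Of the genes called at a younger age, *Smug1*, which rose at PND 5, also rose at 12 months (0.22, SE 0.04, adjusted p = 0.0038) and did not pass at 18 months (0.15, SE 0.04, adjusted p = 0.32). Of 105 DNA repair genes, 79 lay higher at 18 months with a median of 0.043. None passed over all genes and 4 were higher adjusted over the list alone. Their camera adjusted p was 2.1e-07 (0.052 with an estimated correlation), and that call held in 24 of 24 alternatives, all at the preset correlation. limma called 2 genes when the effect of genotype was compared between 12 months and PND 5, and 130 with the litter block.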

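Among the core genes the largest loss at all 3 ages was that of *Chd8*. *Usp11*, a deubiquitinating enzyme gene on the X chromosome, differed by −0.11 at PND 5 (SE 0.06, limma adjusted p = 0.86; 0.037 to 1 over 22 alternatives), and the difference between its effects at 12 months and PND 5 was −0.33 (SE 0.10, adjusted p = 0.40; −0.31 and 0.0080 with the litter block). *Wars2*, the mitochondrial tryptophanyl-tRNA synthetase, rose by 0.25 at PND 5 (SE 0.07, adjusted p = 0.044, higher in 6 of 6 litters) and by 0.25 at 12 months (SE 0.07, adjusted p = 0.040, 8 of 9 litters). At 18 months it differed by 0.19 (SE 0.03, adjusted p = 0.10; 0.044 to 0.37 over 24 alternatives). *Egfl6*, which encodes a secreted protein with EGF repeats, and *Crlf2*, a cytokine receptor subunit, were tested with the floor filter. *Egfl6* differed by 0.25 at PND 5 (SE 0.10, adjusted p = 0.40) and rose by 0.38 at 12 months (SE 0.11, adjusted p = 0.043). At 18 months it lay at 0.27, with an adjusted p = 0.14 and, with the floor filter, 0.027. *Crlf2* rose by 0.58 at 12 months (SE 0.13, adjusted p = 0.011) and differed by 0.15 at PND 5 (SE 0.12, adjusted p = 0.94) and −0.02 at 18 months (SE 0.03, adjusted p = 1).
The other core genes are *Parva*, an adhesion adaptor, *Lyrm7*, an assembly factor of the respiratory chain, *Ddo*, D-aspartate oxidase, and *Zbtb45*, a zinc finger gene. *Parva* rose by 0.17 at PND 5 and 12 months (SE 0.04, adjusted p = 0.0031 and 0.0088), and at 18 months it differed by 0.17 (SE 0.04, adjusted p = 0.20; called in 0 of 24 alternatives). *Lyrm7* rose at all 3 ages (0.20, 0.21 and 0.22, adjusted p = 0.040, 0.035 and 0.048; 7 of 24 alternatives called it at 18 months). *Ddo* and *Zbtb45* did not pass at any age; at 18 months they lay at −0.25 and −0.19 (adjusted p = 0.075 for both). Of the 9 core genes, 1 was higher and 2 lower at 18 months over all genes tested, and 4 and 4 adjusted over the list alone. The study chose this list on these libraries, so that count is not independent evidence. The paper concludes from genes changed at several ages, those of its earlier study included, that *Chd8* V986*/+ mice carry a core set of differentially expressed genes. For some of these genes it also reports RT-qPCR in another cohort and published data on CHD8 binding. None of that was used here.

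**Figure D3:**
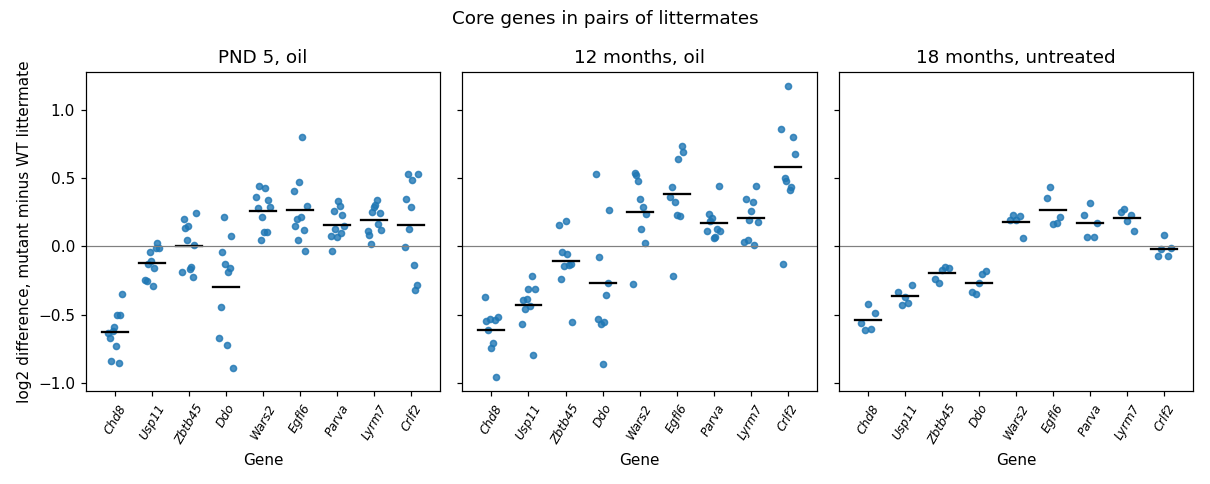
Difference on the log2 scale between each mutant and its WT littermate (points; bars mark means) for 9 core genes at PND 5, 12 months and 18 months. *Chd8* lies below 0 in every pair shown.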

In a recent study, targeted DamID in utero was used to characterize CHD8 binding in developing embryonic mouse cortex^42^. Intriguingly, data derived from this study suggests that CHD8 directly associates with *Usp11*, *Wars2*, *Crlf2*, and *Eglf6* near the promoter or proximal to the first exon (Fig. S5b).

**Figure 7:**
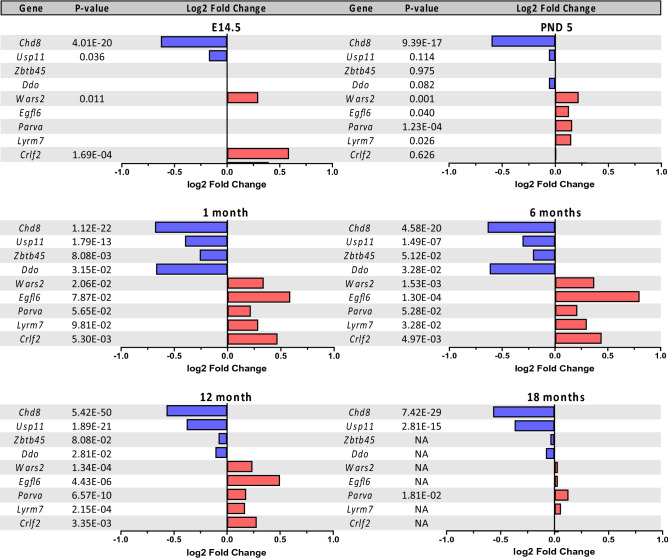
Core set of DEGs in oil-exposed *Chd8*^V986*/+^ mice relative to WT mice, determined by bulk RNA-sequencing of cortical tissue at E14.5, PND 5, 1 month, 6 months, 12 months, and 18 months. These core genes were significantly changed at multiple ages. Adjusted p-values and log2 fold changes from E14.5, 1 month, and 6 month old animals were obtained from our previous study^14^.

## Discussion

### DM reaches the developing fetus following prenatal exposure

We found that the pyrethroid pesticide DM, administered orally to pregnant dams at an environmentally-relevant level, enters the fetal brain, indicating that the developing fetus can be directly exposed to DM. DM has been reported to reduce neuronal proliferation, maturation and differentiation, and to increase apoptosis in fetuses exposed to 1.2 mg/kg/day (dam body weight) from E10.5 to E15.5^40^. DM did not induce changes to corticogenesis in the current study, possibly because we treated pregnant females with 3 mg/kg DM every 3 days, whereas Guo et al. treated at a slightly lower dose (1.2 mg/kg) but on a daily basis. Our dosing strategy of 3 mg/kg DM every 3 days has been shown to reduce hippocampal neurogenesis in adult mice^41^, but the amount of DM that enters the fetal brain is much lower than that of the dam (Fig. S1), suggesting that higher developmental exposure doses may be required to alter fetal neurogenesis.

### *Chd8* haploinsufficiency reproducibly affects specific behaviors in mice

*Chd8*^V986*/+^ mice show anxiety-like phenotypes and reduced exploration in the open-field, in agreement with our recent study with a different cohort of animals (Fig. 3, Fig. S2)^14^. Increased anxiety and reduced exploratory behaviors were also newly observed in the elevated plus maze (Fig. 2). However, the overall lower exploratory activity of *Chd8*^V986*/+^ mice, along with a pronounced reduction in rears performed in the open field task, could suggest motor deficits, which limits the interpretation of a specific anxiety-related phenotype in the *Chd8*^V986*/+^ mice. In contrast with our previous study^14^, increased interest in social novelty was not observed in *Chd8*^V986*/+^ mice. However, *Chd8*^V986*/+^ mice displayed increased sociability, which is a novel behavioral observation in the *Chd8*^V986*/+^ mice, and validates a relationship between *Chd8* haploinsufficiency and increased social behaviors (Fig. 4)^14,16,18,19^. This behavior could also indicate a deficit in inhibitory behavioral control of aggressiveness or a risky social approach, which were not behaviors investigated in this study. Together, these data suggest subtle differences in sociability and anxiety-like phenotypes in *Chd8*^V986*/+^ that present themselves uniquely, dependent age and testing cohorts. We also cannot exclude the possibility that these subtle differences are due to testing animals in the same task at multiple ages.

Interestingly, behavioral differences between WT and *Chd8*^V986*/+^ mice were often more pronounced when comparing DM-exposed animals. DM led to a more significant reduction in elevated plus maze behavior in *Chd8*^V986*/+^ mice, and was associated with reduced activity in the open-field (Figs. 2b,d and 3a). Further, DM-exposed mice of both genotypes displayed an increased interest in social novelty at 6 months (Fig. 4f). These results suggest that prenatal and early postnatal DM exposure may affect behavior in adult mice, exacerbating existing behavioral deficits. However, no consistent effect of treatment, indicated by a two-way ANOVA, was observed across behavioral endpoints, which warrants a limited interpretation of the data.

Studies on the neurobehavioral toxicity associated with DM exposure in developing animals were recently reviewed^43^. Comparisons across DM-induced developmental toxicity studies are challenging due to differences in study design, exposure periods, dose, and species tested. Increased locomotor activity in mice following developmental DM exposure has been reported in 6 week^25^ and 4 month old mice^44^. While we modeled our study to precisely replicate Richardson et al. by using the same dosing strategy and minimizing the influence of the litter effect, we did not observe an increase in locomotor activity at 6 weeks, 6 months, or 12 months of age (Fig. 3, Figure S2, Figure S3). These differing results may stem from differences in testing environments, animal handling, and/or sample size (n = 4–7^25^ and 10–12 in the current study). However, the effect of DM on locomotor behavior in rodent models is inconsistent in the current literature. A number of studies report that rats exposed to DM during gestation were less active than controls when tested later in life^45–47^.

Developmental DM exposure in rodents has also been associated with increased impulsivity and reduced attention^25^, deficits in working memory in a Y-maze^25,48^, and impaired learning and memory in the Morris water maze task^47,49^. Anxiety-like behavior has also been reported in acutely exposed adult rats showing reduced arm entries, reduced time in open arms, and fewer center crossings in the elevated plus maze^50^. Together, these studies suggest that developmental DM exposure may alter exploratory behavior and cognition in offspring, manifesting as changes in locomotor activity, impulsivity, increased anxiety, and impairments in learning and memory, dependent on the dose administered and study design.

### DM exposure is associated with altered cellular adhesion and vasculature development

Gene expression changes in 12 month old *Chd8*^V986*/+^ mice following prenatal and early postnatal DM exposure were linked with perturbed cell to cell adhesion properties and vascular development (Fig. 5, Supplementary data file 3), although the biological significance of these differences is unclear, as we found no change in vascular length or vascular density (Fig. 5).

A dose dependent increase in damage to angiogenesis in zebrafish larvae exposed to DM has been reported^51^. This damage was associated with a decrease in expression of vascular endothelial cell genes (*fli-1* and *flk1*) indicating that DM may inhibit angiogenesis by downregulating expression of these genes^52^. RNA-sequencing data from zebrafish embryos treated with DM from fertilization to 48 h postfertilization highlighted that the most significantly altered biological GO term pathways included cell–cell adhesion and cell–cell communication^53^, in agreement with our current study of 12 month old animals exposed to DM prenatally and early postnatally. In rodent pups, repeated exposure of the pyrethroid, cypermethrin, led to an increased blood brain barrier permeability that normalized 43 days after withdrawal^54^. Together with our study, these data suggest that chronic DM exposure may alter cellular adhesion properties and vascular growth in developing organisms.

### Transcriptional signatures in *Chd8*^V986*/+^ mice

Twelve month old *Chd8*^V986*/+^ mice displayed a reduction of genes associated with endoplasmic reticulum stress, chaperone-mediated protein folding, and the unfolded protein response, reproducing our previous study^14^. In order to gain more insight into the implications of transcriptional differences between WT and *Chd8*^V986*/+^ mice, a pathway database was created consisting of MSigDB C2, C5, and HALLMARK classifications, as well as neurodevelopmental and neuropsychiatric disease gene sets^35^, and markers of cortical cell types from single-cell RNA-sequencing data^36^. 

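*Grn* encodes progranulin, a lysosomal protein whose loss causes frontotemporal dementia. It was the only gene of the inherited neurodegenerative disease list to pass at 18 months, where it was lower in the mutant. Of 41 genes of this list in 5 *Chd8* V986*/+ and 6 WT mice, 26 lay lower and 15 higher, 0 were higher and 1 lower over all genes, and the same adjusted over the list alone. *Sorl1* was at −0.10 (SE 0.06, limma adjusted p = 0.70). The median over the list was −0.016, and the camera adjusted p of 0.033 (0.42 with an estimated correlation) passed in 12 of 24 alternatives. The range of the camera adjusted p over those was 0.0078 to 0.20.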

Interestingly, 12 and 18 month old *Chd8*^V986*/+^ mice displayed transcriptional signatures associated with neurodegenerative diseases (Fig. 6, Supplementary data file 3).

Neurodegeneration has been suggested to play a role in the loss of neurological function in children with ASD who have experienced regression and loss of previously acquired skills^55^. Neurodevelopmental and neurodegenerative disorders present surprising commonalities in their pathological mechanisms, including early signs of synaptic degeneration and perturbed metabolic function^56^. Neuroinflammation, which has been reported to characterize many neurodegenerative diseases including Parkinson’s disease, Alzheimer’s disease, and multiple sclerosis, is also associated with ASD and implicates a role of inflammation in ASD etiology^57–59^. Further, ASD may develop as a consequence of neurodegenerative processes as the frequency of ASD-linked symptoms correlates with the progressing severity of cognitive impairments in individuals with dementia^60^. In addition, increased frequency of parkinsonism has been identified among ASD individuals older than 39 years^61^.

CHD8 has also been shown to promote oligodendrocyte lineage development and myelination^62^. 

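In 18 month old *Chd8* V986*/+ mice no gene of the mature oligodendrocyte and myelin list passed over all genes. Of 28 genes, 20 lay lower and 8 higher, with a median of −0.035 and a camera adjusted p = 0.16 (0.78 with an estimated correlation); 1 was higher adjusted over the list alone. *Apc* was at 0.16 (SE 0.03, limma adjusted p = 0.20), higher in 4 of 4 litters. *Cnp* was at −0.05 (SE 0.04, adjusted p = 0.81) and *Mag* at −0.03 (SE 0.05, adjusted p = 1). Of 15 precursor markers 10 lay lower (median −0.014), and of 12 newly formed oligodendrocyte markers 7 lay lower (median −0.012), with 0 called in either list. The camera adjusted p of these lists was 0.26 and 0.12. Genes of cholesterol synthesis lay on both sides, 13 higher and 12 lower (adjusted p = 0.50).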

Oligodendrocyte-related pathways were dysregulated in 12 and 18 month old *Chd8*^V986*/+^ mice (Fig. 6, Supplementary data file 3). Gene expression analysis suggests increased mature oligodendrocytes and a reduction in myelin-related genes *Cnp*, *Mag*, and *Pdgfra* (Fig. S4, Supplementary data file 1). However, expression of *Mbp* did not differ between animals (Fig. S4). Reduced expression of these myelin-related genes were also reported in oligodendrocytes of *Chd8* haploinsufficient mice in vitro^63^, and decreased expression of oligodendrocyte-specific genes have been reported in the brains of other *Chd8* haploinsufficient mice and humans with ASD^63^. The specific reduction of CHD8 in oligodendrocytes was associated with abnormal behavioral phenotypes in mice, similar to the behavioral phenotypes reported in this study, including a reduced rearing response, increased social interactions, and increased anxiety-like behaviors^63^. Thus, directing research efforts toward older ASD animal models with neuroinflammatory phenotypes that are not present early in life, may shed light on ASD etiology that has been overlooked.

By influencing chromatin compaction and accessibility, CHD8 partakes in fundamental biological processes, including transcription, cellular proliferation, and DNA damage repair^64^. These functions may be reflected in the DEGs from PND 5 *Chd8*^V986*/+^ mice that suggest an altered DNA repair pathway in the mutant animals (Fig. 6, Fig. S5c, Supplementary data file 3). Interestingly, *CHD8* is mutated in breast cancer, gastric cancers, colorectal cancers, and prostate cancer^65–67^, diseases associated with aberrant cell proliferation. The possible parallels between cancer and increased fetal body and placental weight (Fig. S1) and postnatal brain weight^14^ are intriguing and necessitate further study. Further, CHD8 functions as a negative regulator of the tumor suppressor protein p53. While the full *Chd8*^*-/-*^ knockout is embryonically lethal, deletion of p53 has been shown to rescue some of this developmental arrest^68^. Recently, CHD8 has been associated with lengthening of the G1 phase as neural progenitors transition from a proliferative to a differentiated state^69^. Thus, faster progression of *Chd8*^V986*/+^ neural progenitors through G1 and the G1/S checkpoint, may result in an increased demand on DNA repair pathways.

### CHD8 regulates a core set of genes

In the current study, we identify a set of genes that are up/downregulated in *Chd8*^V986*/+^ mice at different ages (Fig. 7). CHD8 likely regulates expression of these genes by associating directly with their promoters and/or gene bodies (Fig. S5b)^42^, although identifying genuine CHD8 targets has proved challenging^70,71^. Rather than acting as a DNA sequence-specific transcription factor, several mechanisms underlying CHD8 binding specificity have been suggested, including the recognition of specific chromatin signatures generated by methylated lysine residues on free histone tails, and recruitment via protein–protein interactions^71,72^. How CHD8 functions to upregulate some genes and downregulate other genes remains to be elucidated. These conserved CHD8 target genes could be used to better understand the mechanisms by which CHD8 regulates gene expression in the developing and adult brain.

## Conclusions

Our study addresses the susceptibility of WT and *Chd8*^V986*/+^ mice to DM-induced developmental neurotoxicity. We replicated the increased anxiety-like behavior identified in *Chd8*^V986*/+^ mice. While we noted an exacerbated phenotype in the mutant mice following DM exposure, an effect of treatment on behavior was not obvious. Further, our work investigating the transcriptional profile of *Chd8*^V986*/+^ mice across their lifespan highlights genes that are tightly associated with *Chd8* expression and identifies a neurodegenerative transcriptional phenotype in 12 and 18 month *Chd8*^V986*/+^ mice. Overall, this study sheds light on the role of CHD8 throughout development and adulthood and underscores the need to assess ASD animal models at older ages.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

## Data Availability

Raw and processed RNA-sequencing data generated during this study have been deposited to the Gene Expression Omnibus (GEO) under accession GSE190466.

How the deposited data were processed for this re-analysis (not part of the article)

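Bulk RNA sequencing of mouse cortex was re-analysed from the deposited values of 93 libraries. They are 22 oil-exposed and 22 DM-exposed mice of PND 5, 18 oil-exposed and 20 DM-exposed males of 12 months, and 11 untreated males of 18 months, of WT or *Chd8* V986*/+ genotype. Age, genotype, exposure, sex, litter, batch and dissector were taken from the sample labels, the supplementary sample table and the Methods, never from the values. Dissectors are given as 1 and 2. Litter letters recur at PND 5 and 12 months, so a litter was read as such only within an age. Behavioral tests, RT-qPCR, staining, DM measurements and the libraries of the earlier study were not used here.

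The authors filtered reads with the FASTX toolkit, trimmed them with cutadapt 1.12, aligned them to mm10 with STAR 2.5.2b, quantified transcripts with Salmon and transformed the counts with the variance-stabilizing transformation of DESeq2. The deposited values are in log2 units and carry the authors' removal of technical terms. In the table of PND 5 and 12 month old mice (24528 genes, 82 libraries) each gene has a slope of 0 on batch number, sex, dissector and litter number when no groups are in the model. With age in the model all 20160 varying genes have slopes on each term, as large as 6.00 on dissector. The removal therefore did not keep the groups apart, and it moved the level of each gene. Deposited values run from −15.0 to 31.8 in this table and from 7.20 to 16.7 in the 18 month table. In the latter the slope is 0 on the rank of the litter. The tables hold no read counts, so depth per library and limits from counting are unknown. The number of animals and the variation between them set the precision.

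R 4.3.3 with limma 3.58.1 and statmod 1.5.0 fitted every gene. The model for PND 5 and 12 months had 8 groups of age, genotype and exposure with batch, sex, dissector and litter number as terms. A linear removal of these terms before the fit does not change differences between groups in such a model, which was checked on simulated data. The model for 18 months had genotype and litter number. It did not hold the rank of the litter, so the removal can enter its differences. Genes with a mean value of at least 6 were tested (12152 and 24528 genes), with eBayes and an intensity trend, and Benjamini-Hochberg adjusted p under 0.05 over the genes tested marks a call. In the 18 month table this filter removes nothing, and 5871 of its genes do not vary. Gene lists were tested by counting members called over all genes and adjusted over the list alone, and with camera at a preset correlation of 0.01 and at an estimated one. A list is called at a camera adjusted p under 0.05 over the lists of a comparison. This call, and every count of alternatives for it, uses the preset correlation. Litter means of lists were tested with exact sign-flip or permutation tests, two-sided, adjusted over the lists. Gene positions are from GENCODE M21 on mm10. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

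The comparisons, the filter, the model, the gene lists, the naming of genes and most alternatives were set before the data were examined. A gene is named if the paper's text, Figs. 5 to 7 or primer list name it, or if it is among the 10 higher and 10 lower genes with the smallest adjusted p under 0.05 in a comparison. A gene is also named if it is among the 4 called members of a list with the largest difference, or in the paper's pathway tables for the DM comparisons. The paper's values for the genes it names, those in its tables of the 18 month comparison included, had been seen by then. Genes named for another reason are marked where they appear. Some genes that meet these rules are not reported here.

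The lists cover vascular endothelial, mural, meningeal fibroblast, choroid plexus, striatal, hippocampal, microglia, astrocyte, blood cell, excitatory and inhibitory neuron markers. They also cover oligodendrocyte precursors, newly formed oligodendrocytes, mature oligodendrocytes and myelin, and cholesterol synthesis. Cell functions are the unfolded protein response, other chaperones, protein kinases, DNA repair, catabolism, oxidative phosphorylation, ribosomal proteins, the proteasome, synapses, immediate early genes, cell-matrix adhesion, inherited neurodegenerative disease, clustered protocadherins and a sex check. The study's core genes, RT-qPCR genes, genes lower after DM in the mutant and pathway-table genes form lists of their own. They were chosen by the study in part on these libraries and are no independent evidence.

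Littermates of the labels pair the libraries. The litter block has litter within an age as a factor for comparisons of genotype and interactions, and as a random effect for DM against oil, which differ between litters (consensus correlation 0.391). Other alternatives were no filter, a mean of at least 8, quantile normalization, median centring, groups only, each age on its own, no trend, sample weights, single batches left out, either sex of PND 5 alone, single mice left out for the 12 month DM and 18 month comparisons, and 18 month litters 5 left out or 7 averaged. Alternatives added after the data had been examined were the floor filter, the rank of the litter at 18 months, the block with the floor filter, each age on its own with the block or the floor filter, and the omission of the DM females of PND 5 litter B. The floor filter keeps genes for which no littermates of 1 sex, batch and dissector are tied at the lowest value (15473 and 16421 genes). Of its genes in the table of both younger ages, 3383 are not in the main filter. In simulated libraries with 200 changed genes, limma called 64.2% to 76.1% of differences of 0.25 and 92.5% to 100% of 0.5 in the comparisons between groups, with 3 to 11 calls among unchanged genes. The simulated noise was independent between genes and between libraries, so littermates shared none of it. At PND 5 the groups compared for DM against oil hold littermates. The shares and the calls among unchanged genes are therefore no guide to those comparisons. The simulated fit of 18 months held the rank of the litter, not its number. The shares were not tested with fewer changed genes.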

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

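The tests of dissector, litters, splits that keep litters whole, neuron share, genotype, protocadherins without the length trend and the pairs of batch 1, the alternatives with the floor filter or without the DM females of litter B, and the lists of batch 1 were chosen after the results were seen.

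In the DM females of PND 5 litter B, the library labelled mutant has 0.67 more *Chd8* than the library labelled WT, while the other 8 DM littermate pairs lie between −0.83 and −0.50. Of 79 other genes called between genotypes in the PND 5 oil mice, 91.1% have the opposite sign in this pair, against 3.80% to 16.5% in the other 8 pairs, as an exchange of the 2 labels would give. A response of litter B to DM is argued against by its males, in which 13.9% have the opposite sign. An exchange of labels is the candidate explanation left; whether it took place at genotyping, at dissection or later stays open, and no library was relabelled. Without these females limma called 72 genes between genotypes after DM at PND 5 instead of 30, and 808 and 55 between DM and oil in WT and mutant mice instead of 1222 and 315.

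Other single pairs lay far from the rest. In the litter B females just described, *Wars2* was at −0.26 and *Egfl6* at −0.71 although both lie higher in most mutants. *Parva* was at 0.44 in the litter E pair of 12 month old oil males (the next at 0.24), and *Wars2* at 0.0643 in the litter 6 pair of 18 months (the next at 0.19). Of 53 groups, of littermate pairs or of *Chd8* levels in single libraries, 5 passed Dixon's critical ratio, where chance gives about 1 in 20 groups, or 2.65.

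The effect of genotype in oil-exposed mice differed between 12 months and PND 5 for *Arhgap18* by 0.35 (SE 0.07, limma adjusted p = 0.040; 0.0080 to 1 over 16 alternatives) and for *Pomk*, a kinase for matrix glycans, by −0.28 (SE 0.05, adjusted p = 0.038; 0.0023 to 0.99 over 16 alternatives). These are the 2 genes called. Chance cannot be excluded for that count, as other splits of the libraries gave up to 4901, which points to a structure of the samples.

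The paper's text does not report the effect of genotype in DM-exposed 12 month old mice, where 651 genes were called, 368 higher and 283 lower (2470 with the litter block, and 874 at 12 months alone with it, 524 of them among the 651). *Hmgb3* fell by 0.47 (SE 0.04, limma adjusted p = 2.7e-12) and *Abca8a* by 0.48 (SE 0.07, adjusted p = 9.4e-07), each lower in 10 of 10 litters, and *A230056J06Rik* rose by 0.47 (SE 0.08, adjusted p = 3.5e-05, higher in 10 of 10). These mice share no library with the oil-exposed ones. Of the genes called in both, 50 were higher in both, 80 lower in both and 0 opposite, against 3.60 and 4.96 for independent calls, and the differences correlate across genes with r = 0.674; genes are not independent replicates. Chance is not excluded for 651 or for the block's 2470, although both met the limit set beforehand. Of 100 splits, the real one included, 2 reached each count, with 992 and 2729 the highest of the others. Such splits point to a structure of the samples; the highest with the block has 16 of 20 libraries as labelled, directly or with all genotypes exchanged.

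Synaptic, protein kinase and clustered protocadherin genes lay lower in 12 month old oil-exposed mutants. camera called each list in 20 of 20 alternatives, all at the preset correlation, and gave an adjusted p of 0.85 for each with an estimated one. Of 47 synaptic genes 3 were lower and 0 higher (6 and 1 adjusted over the list alone, median −0.126, camera adjusted p = 6.5e-04). A smaller share of neurons would raise myelin genes, but they were at −0.109, lower in 7 of 9 litters (exact sign-flip p = 0.0195). They were at −0.158 in batch 1 and −0.0948 outside it, lower in 5 of 7 (exact sign-flip p = 0.0781), and at −0.0033 in DM-exposed mutants. The mutation may lower myelin genes itself, so their fall cannot decide, and a smaller share of neurons stays open. Astrocyte markers were at 0.137, but at 0.495 in batch 1 and 0.0352 outside it. Markers of excitatory and inhibitory neurons were at −0.0371 (SE over genes 0.0293) and −0.0351 (SE over genes 0.0178). The SEs of list means in this paragraph are over the genes of a list. Genes are not independent replicates, so these SEs do not measure the spread between litters. The pairs of batch 1 as the whole cause are argued against by a mean of −0.0547 in the litters of batches 2 to 4, beside −0.205 in batch 1. It was lower in 6 of 7 (exact sign-flip p = 0.0469, not adjusted). The lists were singled out on litters that include these 7, which limits that argument. Protocadherins alone had an exact sign-flip p = 0.0781 there. Removing a trend with transcript length from each library kept 67.6% of the synaptic mean (−0.0924, SE over genes 0.0175, to −0.0625, SE over genes 0.0180). For kinase genes 63.0% was kept, and after DM 48.1% and 51.9%. The smaller differences left 2 and 1 of 8 calls each. Both lists were still lower in 8 of 9 oil litters (exact sign-flip p = 0.0156 and 0.0117). The share kept for synaptic genes lay between the limits set beforehand for and against the trend, so it does not decide. Lower means were left in oil-exposed mice, but the lists were singled out on these litters, so the litter tests do not decide either. After DM both lists stayed lower in 8 of 10 litters, and neither passed (exact sign-flip p over 0.05). For synaptic and kinase genes the trend, as the whole cause or a part of it, cannot be told apart from the genotype. For protocadherins, which kept 85.2% (−0.111, SE over genes 0.0112, to −0.0948, SE over genes 0.0111), the trend is argued against as the whole cause. The limits for that list were set after the results were seen. They kept 77.4% after DM. In oil they were lower in 7 of 9 litters (exact sign-flip p = 0.0234), with 2 of 6 calls left. The genotype stays open too, and the synaptic list was also lower in DM-exposed mutants (mean −0.0535, 9 of 10 litters), which is consistent with it.

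At PND 5, which the paper's text does not compare between DM and oil, 1222 genes were called in WT mice (607 higher, 615 lower) and 315 in mutants (167 and 148). *Lamb2*, a laminin of basement membranes, rose by 0.36 (SE 0.07, limma adjusted p = 7.4e-04) and 0.39 (SE 0.07, adjusted p = 0.0029), and *Dynll2*, a dynein light chain, fell by 0.20 and 0.18 (SE 0.03 and 0.04, adjusted p = 6.2e-04 and 0.0056). With litter as a random effect limma called 0 genes in either comparison (1864 and 1544 at an unadjusted p under 0.05). Splits that move the exposure between whole litters gave up to 5679 and 4387 genes, and at least the real count in 13 and 12 of 100, so chance cannot be excluded for either. The highest of them put all litters of batch 1 in 1 group, and counts several times the real one point to a structure of the samples. Splits of single pups gave up to 388 and 434 genes, but they break up the litters to which the exposure was given and do not exclude chance here. The interaction of DM with genotype gave 0 genes by limma (106 unadjusted; 1 without the filter). With a real count of 0 the splits test nothing; the highest of them gave 37.

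Large changes among these were in meningeal fibroblast markers, of which 6 of 7 tested were higher in WT mice (7 adjusted over the list alone; median 1.17, camera adjusted p = 2.2e-07, and 0.19 with an estimated correlation), *Col1a1* and *Col1a2*, collagens that are abundant in the meninges, by 1.72 (SE 0.40, limma adjusted p = 0.0046) and 1.49 (SE 0.36, adjusted p = 0.0064). Meninges left on the tissue may be the source, as may DM. An uneven spread of the dissectors cannot be told apart from either: the list lay 0.662 higher (SE 0.299) within dissector 1, who took 15 oil and 7 DM pups, and 1.15 (SE 0.591) within dissector 2, who took 7 and 15 (WT mice 1.06 and 0.797, mutants 0.264 and 1.51). Differences between litters stay open too, with an exact permutation p = 0.0630 for 7 DM against 6 oil litters when the model was refitted for each split, and 0.00932 in the form run first, which adjusted the values once with the real labels. No gene of this list is in another list here or was named by the study, and 21 of its 23 genes are above the floor in these cortex libraries.

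After DM at PND 5, which is not in the paper's text either, 30 genes differed between genotypes, 23 higher and 7 lower (44 with the litter block). *Oard1*, an enzyme gene of ADP-ribose removal, rose by 0.38 (SE 0.06, limma adjusted p = 2.9e-04), *Tmem209* by 0.28 (SE 0.05, adjusted p = 2.9e-04) and *Xrcc4* by 0.29 (SE 0.05, adjusted p = 0.0032), each in 7 of 7 litters. *Chd8* was at −0.48 with the litter B females and −0.60 without. Of 100 splits, the real one included, 3 gave at least 30 genes. This met the limit set beforehand but does not exclude chance, and the highest of the others, 127, is a sign of structure. No other split reached the block's 44 (highest 16), so chance can be excluded for that count as far as these splits tell.

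For the comparisons of the passages, chance is not excluded for 332 genes at 12 months in oil or for the block's 2611. Both met the limit set beforehand, but other splits passed them. Of 100 splits, the real one included, 4 gave at least 332 genes, the highest 4167. With the block 2 of 100 gave at least 2611, the highest 2870 with 14 of 18 libraries as labelled, directly or with all genotypes exchanged. Splits above the real count at 12 months, several times so without the block, point to a structure of the samples. No other split reached the 80 genes at PND 5 in oil (highest other 21), the block's 193 (59) or the 11 genes at 18 months (4). For these counts chance can be excluded as far as 100 splits tell. It cannot be excluded for the 2 genes of the block at 18 months, where the highest of 24 splits was 4. For the 0 genes of the 12 month DM comparisons and their interaction the splits test nothing, since each gives at least 0. The highest gave 1070 genes in WT mice, 1825 in mutants and 3617 for the interaction, a structure of the samples again. At most 100 splits were drawn for each.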

How the results depend on the processing

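Counts are genes called by limma at a Benjamini-Hochberg adjusted p under 0.05, and list values are mean log2 differences. Genotype comparisons are mutant against WT mice and DM comparisons are DM against oil. The counts before any change of setting were 332 (12 months oil) and 80 (PND 5 oil), 651 (12 months DM) and 30 (PND 5 DM) between genotypes, 0 and 0 after DM at 12 months in WT and mutant mice, 1222 and 315 after DM at PND 5, 0 for either interaction, 2 for the genotype effect at 12 months minus PND 5, and 11 at 18 months. The cause was not tested for any shift below. Number of animals and variation between them limit these counts, and depth per library is not known.

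With the litter as a factor the counts between genotypes were 2611, 193, 2470 and 44, with 130 for the ages compared and 2 at 18 months. With the litter as a random effect the PND 5 DM comparisons gave 0 and 0. The block left the 12 month DM comparisons and both interactions at 0 genes, and of 75 list calls it left 60, lost 14 and turned 1, the ribosomal list at 18 months (−0.0290 to −0.00841, adjusted p = 0.49). Block and floor filter gave 2459, 215, 2409 and 49 between genotypes, 44 for the ages compared and 4 at 18 months, with the same ribosomal value (−0.00841, adjusted p = 0.87). The block without the DM females of litter B gave 2513, 217, 2410 and 131, and 57 for the ages compared. Without them and without the block, the PND 5 DM comparisons gave 808 and 55, and the genotypes 72 after DM.

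Each age on its own gave 1371, 163, 1370 and 50 between genotypes and 1566 in PND 5 mutants after DM, and with the floor filter 1286, 164, 1345, 51 and 1591. With the block instead it gave 612, 298 and 76 at 12 months oil, PND 5 oil and PND 5 DM, and with both 525, 282 and 74. Fitted by age, 3 lists changed sign at PND 5. After DM in mutants, protocadherins went from 0.0234 to −0.0229 (adjusted p = 0.99; −0.0200 and 0.50 with the floor filter) and ribosomal genes from −0.0858 to 0.0316 (adjusted p = 0.021; 0.0316 and 0.13). After DM in WT mice, oxidative phosphorylation went from −0.0539 to 0.0324 (adjusted p = 0.028; 0.0324 and 0.12).

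Groups only, with no other terms, gave 7, 12, 42 and 6 between genotypes, 125 and 0 after DM at PND 5, 0 for the ages compared and 35 at 18 months. The terms it leaves out were removed from the deposited values without the groups, so that removal can enter its differences. The fit with groups only changed the sign of 42 named gene values that neither fit called. Among called results it changed the sign of 7 list values and of 1 gene in 2 comparisons, none of them called then. After DM in PND 5 mutants, cholesterol synthesis went from −0.0472 to 0.0840, ribosomal genes to 0.0304 and *Acat2* from −0.14 to 0.16. After DM in PND 5 WT mice, microglia markers went from 0.110 to −0.0890, striatal markers from 0.15 to −0.0542, synaptic genes from 0.0648 to −0.0477 and *Acat2* from −0.14 to 0.21. Between PND 5 genotypes after DM, catabolism went from −0.0240 to 0.00304 and synaptic genes from −0.0410 to 0.00489.

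Sample weights gave 312 at PND 5 oil, 1339 and 86 between genotypes after DM, 9 after DM in 12 month old WT mice, 3041 and 1492 after DM at PND 5, 1 for the 12 month interaction and 9 for the ages compared. Leaving out batch 1 gave 141 at 12 months oil, 83 at PND 5 DM, 1 after DM in 12 month old WT mice, 803 and 0 after DM at PND 5, and 0 for the ages compared. Cytosolic ribosomal protein genes changed sign at 12 months with either: between genotypes in oil from 0.124 to −0.0682 with weights (adjusted p = 3.8e-04) and −0.0461 without batch 1 (0.0050), after DM in mutants from −0.0360 to 0.0577 and 0.0566, and in the interaction from −0.0475 to 0.126 and 0.103. For the ages compared they went from 0.17 to −0.0522 with weights, and without batch 1 to 0.0087 after DM in PND 5 mutants. Catabolism at 12 months oil went from 0.0421 to −0.0168 with weights and −0.0128 without batch 1. Oxidative phosphorylation went with weights to −0.00774 from 0.109 at 12 months oil, to −0.0133 from 0.124 for the ages compared and to 0.0123 after DM in PND 5 WT mice, which was 0.00810 without batch 1.

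Leaving out batch 2 gave 169, 11, 165 and 0 between genotypes, 225 and 1 after DM at PND 5, and 0 for the ages compared. Leaving out batch 3 gave 1337, 25, 221 and 3, with 304 in PND 5 WT mice after DM and 0 for the ages compared. Leaving out batch 4 gave 19 and 340 at 12 months oil and DM and 0 for the ages compared. Males of PND 5 alone gave 8 in oil and 5 in DM between genotypes, with 37 and 0 after DM; females gave 2 and 0, with 34 and 0. In males the inhibitory neuron list went from −0.0541 to 0.00173 and the meningeal list from −0.449 to 0.0444 between genotypes in oil (adjusted p = 0.87 for both).

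Without the filter 1 gene was called after DM in 12 month old mutants, 1 for the PND 5 interaction and 0 for the ages compared. That run leaves out genes that do not vary. At 18 months, where the filter removes nothing, this gave 20. The floor filter gave 1, 1 for the ages compared and 22 at 18 months. A mean of at least 8 gave 30 at 18 months, median centring 7, quantile normalization 7 (and 71 in PND 5 mutants after DM), and litter 7 averaged 5. Leaving out 1 mouse at a time gave 0 to 1 after DM in 12 month old WT mice and 5 to 11 at 18 months. The ribosomal list after DM in 12 month old mutants ran from −0.0837 to 0.0664 then, and changed sign without HET oil replicate 1 or 2. With an estimated correlation camera called 7 lists over all comparisons, against 117 at the preset one. A named gene value moved if its sign changed without a call in either fit, and reversed if it changed with one. It was weaker if a call was lost and stronger if one was gained. Of 326 values of named genes, 27 moved, 10 were weaker and 14 stronger with sample weights. With groups only 42 moved, 57 were weaker, 3 stronger and 2 reversed, and with no trend all 326 stayed the same.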

Differences from the paper's values

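All adjusted p are from limma with Benjamini-Hochberg adjustment at the paper's threshold of 0.05; the paper used DESeq2 on counts and shrinks its fold changes with ashr, and neither was repeated here. The alternatives with the floor filter, with each age on its own and a block, and without the DM females of PND 5 litter B were chosen after seeing the values, the others before.

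After DM at 12 months the paper's text gives 29 genes in WT mice and 13 in *Chd8* V986*/+ mice, and 0 and 0 were called here (394 and 353 at an unadjusted p under 0.05). Each of 32 alternatives run for either comparison and chosen before seeing the values differs from the paper's count too; the closest is 9, in WT mice with sample weights. Fig. 5a prints 1 more number, between its circles, that the text does not give.

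At PND 5 in oil the paper's text gives 229 genes and 80 were called here. The paper's count lies within 1.5 times that of the litter block (193), each age on its own (163) and sample weights (312), and the 12 others chosen before seeing the values differ from it. Of those chosen after seeing the values, the floor filter with each age on its own (164) or with the block (215), the block without the DM females of litter B (217) and PND 5 on its own with the block (298, and 282 with the floor filter) are within 1.5 times too. At 12 months in oil the paper's text gives 2435 genes and 332 were called here. Only the litter block over both ages (2611) is close among 13 chosen before seeing the values; the block with the floor filter (2459) and without the litter B females (2513), chosen after seeing the values, are close as well. The labels give 9 mice per genotype where the paper states 10.

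At 18 months the part of the paper's supplementary table that was read, its first 1998 of 24527 genes in order of adjusted p, has 62 genes under 0.05, the paper's value, against 11 here; each of 21 chosen before seeing the values differs. For 5 core genes the paper's fold changes are smaller in size than those here. For *Zbtb45* the paper shows about −0.04 (Fig. 7, read by eye) and −0.19 was found here, and for *Ddo* about −0.08 (Fig. 7, read by eye) against −0.25. For *Wars2* it shows about 0.02 (Fig. 7, read by eye) against 0.19, for *Egfl6* about 0.02 (Fig. 7, read by eye) against 0.27, and for *Lyrm7* about 0.05 (Fig. 7, read by eye) against 0.22. Each of these 5 differs in 21 of 21 such alternatives. A fold change is said to differ if its sign is opposite or the gap exceeds the SD of littermate differences over litters. At 18 months that SD rests on 4 litters, and the paper's values are shrunken while those here are not. A gap as large was not counted for *Fn1* at 18 months (−0.0106 in the paper against −0.22 here). The gaps are therefore not particular to these 5 genes, and shrinkage was not separated from them. The paper's supplementary value for *Smug1* is 0.0349 against 0.15 here, in 21 of 21 alternatives. For *Apc* the paper's supplementary value is 0.114 against 0.16 here, and 2 of 21 such alternatives do not differ from it, without HET replicate 6 and without WT replicate 5. For *Hspa5* the paper's is −0.0364 against −0.20 here, and 3 of 21 do not differ, the litter block, without HET replicate 2 and without WT replicate 1.

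The paper calls *Apc* higher and *Cnp*, *Mag* and *Pdgfra* lower at 12 months. The directions here are the same (0.14, −0.15, −0.18 and −0.15), but none was called. The litter block calls *Apc* (adjusted p = 0.013), *Cnp* (0.021) and *Pdgfra* (0.0021), each age on its own calls *Apc* and *Pdgfra*, and *Pdgfra* is called without batch 3 too; no setting calls *Mag*. The paper gives *Olig2* as unchanged; it was not called here either (adjusted p = 0.22), but the litter block (0.031) and sample weights call it. For the unfolded protein response the paper gives a reduction at 12 months; the list was lower here by camera (adjusted p = 0.048), in 8 of 20 alternatives and not with an estimated correlation (adjusted p = 0.85), and *Hspa5* was not called (−0.03). Among its core genes at 12 months the paper calls *Ddo*, which was not called here (−0.27 with the floor filter, adjusted p = 0.19, and 0.067 with the block added), and at PND 5 it calls *Egfl6*, not called here (0.25, adjusted p = 0.40). The paper shows no test for *Lyrm7* at 18 months, where it was called here (adjusted p = 0.048). For the oligodendrocyte pathways that the paper finds changed at 18 months, no list was called here (myelin adjusted p = 0.16).

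After DM at 12 months the paper finds *Kdr* and *Ptprb* lower in the mutant by RT-qPCR. Both lay lower here (−0.26 and −0.19), and no setting called either.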

Other observations

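The tests by litter and by batch were chosen after the results were seen. Values in this part are given without an explanation.

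The floor filter was added because the levels in the table of both younger ages are shifted gene by gene. The mean of *Mobp*, a myelin gene, is −5.99 there at 12 months, and that of *Dcx*, a gene of immature neurons, 24.06 at PND 5 and 21.77 at 12 months.

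After DM at 12 months in WT mice, 5 of 5 blood cell markers lay lower (median −0.314, camera adjusted p = 1.9e-04, and 0.74 with an estimated correlation). With the floor filter 10 of 10 choroid plexus markers were lower there (median −0.311, camera adjusted p = 8.1e-07, and 0.27 with an estimated correlation) and again in oil-exposed mutants (median −0.377 with the block, 0.016, and 0.52 with an estimated correlation). In the latter, the litter means were higher in 5 of 9 litters and lower in 4, at −0.826 in batch 1 and −0.264 in the other 7 litters. In DM-exposed mutants 12 of 12 striatal markers lay lower (median −0.102, 0.0062, and 0.80 with an estimated correlation), and 6 of 6 immediate early genes (median −0.082, 0.0043, and 0.26 with an estimated correlation). By litter, with the floor filter, neither list passed: striatal markers were lower in 7 of 10 (mean −0.133, −0.320 in batch 1 and −0.0859 outside it, exact sign-flip p = 0.203), and 18 immediate early genes higher in 6 of 10 (mean −0.0036, SD 0.747, p = 0.99).

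In oil-exposed mutants of 12 months, 12 of 13 astrocyte markers lay higher (median 0.088, camera adjusted p = 0.0026, and 0.85 with an estimated correlation); outside batch 1 they were higher in 5 of 7 litters. In DM-exposed mutants it was higher in 9 of 10 litters (mean 0.105, exact sign-flip p = 0.00391, adjusted p = 0.0625), as were DNA repair genes (0.0331, exact sign-flip p = 0.00391, adjusted p = 0.0625) and oxidative phosphorylation genes (0.0964, exact sign-flip p = 0.00586, adjusted p = 0.0625). Lists not called in the oil-exposed mutants were those of hippocampal (camera adjusted p = 0.52), excitatory neuron (0.54), inhibitory neuron (0.52), microglia (0.63) and proteasome genes (0.45; 2 of 31 genes lower and 0 higher). Nor were the study's RT-qPCR genes called (0.54; 2 of 12 higher and 1 lower).

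At PND 5 the oil-exposed mutants had lower striatal markers (median −0.216, camera adjusted p = 9.8e-05), meningeal markers (−0.355, 0.0012) and endothelial markers (−0.060, 5.6e-06), each 0.50 with an estimated correlation. Their litter means did not pass: striatal markers were higher in 3 of 6 litters and lower in 3 (mean −0.13, SD 0.506, exact sign-flip p = 0.594), meningeal markers lower in 5 (−0.395, SD 0.731, p = 0.281) and endothelial markers in 5 (−0.107, SD 0.0661, p = 0.0625). After DM, PND 5 mutants had higher markers of inhibitory neurons (6 of 13 called, 0 lower, median 0.146, camera adjusted p = 3.0e-08, and 0.031 with an estimated correlation) and of the striatum (5 of 12, 0 lower, median 0.452, 1.5e-09, and 0.14 with an estimated correlation). *Penk* and *Adora2a*, genes of striatal neurons, rose by 0.78 (SE 0.18, limma adjusted p = 0.016) and 0.74 (SE 0.16, adjusted p = 0.012). Chance between litters is not excluded for the gene counts of that comparison. The interaction for the striatal list was 0.299 in the median, higher in 12 of 12 (3.9e-10, and 0.17 with an estimated correlation). By litter, and over both genotypes, hippocampal markers were higher after DM (mean 0.12, exact permutation p = 0.00117, adjusted p = 0.0373), while those of inhibitory neurons (0.0667, p = 0.271, adjusted p = 0.58) and of the striatum (0.217, p = 0.114, adjusted p = 0.46) did not pass.

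At 18 months 22 of 23 meningeal markers lay lower in the mutants (0 called over all genes, 3 lower adjusted over the list alone, median −0.158, camera adjusted p = 1.2e-10, and 0.42 with an estimated correlation), and 48 of 58 clustered protocadherins (4 lower adjusted over the list alone, median −0.051, 2.6e-09, and 0.42 with an estimated correlation). The unfolded protein response list was lower as well (25 of 28, median −0.061, 7.7e-04, and 0.68 with an estimated correlation). The 5 genes of the sex check, in these male mice, gave a camera adjusted p = 0.72.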
